# Excess *S*-adenosylmethionine inhibits methylation via catabolism to adenine

**DOI:** 10.1038/s42003-022-03280-5

**Published:** 2022-04-05

**Authors:** Kazuki Fukumoto, Kakeru Ito, Benjamin Saer, George Taylor, Shiqi Ye, Mayu Yamano, Yuki Toriba, Andrew Hayes, Hitoshi Okamura, Jean-Michel Fustin

**Keywords:** Circadian rhythms, Metabolomics, Metabolic pathways, Homeostasis

## Abstract

The global dietary supplement market is valued at over USD 100 billion. One popular dietary supplement, *S*-adenosylmethionine, is marketed to improve joints, liver health and emotional well-being in the US since 1999, and has been a prescription drug in Europe to treat depression and arthritis since 1975, but recent studies questioned its efficacy. In our body, *S*-adenosylmethionine is critical for the methylation of nucleic acids, proteins and many other targets. The marketing of SAM implies that more *S*-adenosylmethionine is better since it would stimulate methylations and improve health. Previously, we have shown that methylation reactions regulate biological rhythms in many organisms. Here, using biological rhythms to assess the effects of exogenous *S*-adenosylmethionine, we reveal that excess *S*-adenosylmethionine disrupts rhythms and, rather than promoting methylation, is catabolized to adenine and methylthioadenosine, toxic methylation inhibitors. These findings further our understanding of methyl metabolism and question the safety of *S*-adenosylmethionine as a supplement.

## Abstract (web summary)

S-adenosylmethionine (SAM) is a widely available dietary supplement. Exogenous SAM is catabolized to adenine, an inhibitor of adenosylhomocysteinase, leading to widespread methylation inhibition and disruption of circadian rhythms in vitro and in mice.

## Introduction

*S*-Adenosylmethionine (SAM) is the second-most used enzyme substrate, after ATP^1^. It is used by over 200 methyltransferase enzymes (MTases) in human to methylate histone and non-histone proteins, nucleic acids (DNA and RNA), phospholipids, hormones, and small molecules. Methyl metabolism is ancient and well conserved from bacteria to humans. SAM is synthesized from methionine and ATP, and subsequently used in reactions catalyzed by MTases, leading to the release of *S*-adenosylhomocysteine (SAH). SAH is a competitive inhibitor of MTases and is hydrolyzed by *adenosylhomocysteinase* (AHCY) to homocysteine, the latter re-methylated to methionine using methyltetrahydrofolate or betaine depending on the biological system^2^. This pathway is commonly referred to as the methyl cycle.

Abnormal methyl cycle and dependent methylations can be caused by genetic alteration, toxic chemicals, or dietary deficiencies^3^, and contribute to the etiology of many pathologies including cancer^4,5^, diabetes^6^, atherosclerosis and cardiovascular diseases^7–9^, birth defects^10^, and neurodegenerative diseases^11^.

While the methyl cycle requires the essential nutrients methionine, folic acid (for CH_3_-THF), and choline (as a precursor of betaine), SAM is itself not considered one. SAM is, however, available as a nutritional supplement (manufactured as SAMe or SAM-e) to promote emotional well-being and healthy joints, at a recommended dose of 0.8–1.6 g/day. The use of SAM for the treatment of depression originates from reports showing that severely depressed patients and patients with Alzheimer’s dementia had lower SAM levels in the cerebrospinal fluid^12^, highlighting a link between depression and methyl metabolism^13^. A meta-analysis of clinical studies investigating SAM for the treatment of depression, osteoarthritis and liver diseases concluded that SAM was associated with some improvement compared to placebo, and called for further studies^14^. In 2010, a double-blind, randomized, and placebo-controlled clinical trial sought to further investigate SAM in the treatment of depression, but reported no improvements over placebo^15^. A heated debate on the use of SAM followed^16,17^. A later report suggested that SAM might be effective, but only in males^18^. In 2020, the same team further reported that a higher dose (3200 mg/day) failed to improve depression beyond placebo effects, but side effects including abdominal discomfort (31%) and fluid retention (25%) became significantly more common^19^. Similarly, a meta-analysis of studies using SAM for the treatment of chronic liver diseases concluded SAM^20^ had limited clinical values. SAM appears to have some benefits for the management of osteoarthritis symptoms, but the mechanisms are unknown^21^. Importantly, the consequences of chronic oral SAM administration on methyl metabolism are unknown, and the few existing studies have only looked at the immediate effects (<24 h) of SAM on human plasma methyl metabolites^22^.

Notably due to most studies failing to highlight SAM as an efficient therapy, and its unknown modes of action to this day, SAM is not often proposed as a treatment. Despite this, SAM, as a food supplement, can be sold over the counter in many countries without clear evidence of its benefits or safety. Scientific evidence, however, clearly indicates that excesses in metabolites related to methyl metabolism such as vitamin B9 (folic acid) and methionine can be as detrimental as deficiencies^8,23^, which raises serious questions regarding SAM. Indeed, in contrast with these unsubstantiated benefits of SAM, SAM has clearly been demonstrated to have anti‑proliferative, pro‑apoptotic, and anti‑metastatic effects in cancer cell lines, although the mechanisms were not identified^24–26^. While this may be of considerable value in cancer chemotherapy, the induction of cell cycle arrest further indicates SAM may potentially be toxic. Interestingly, in liver cancer cells SAM was shown to cause genome-wide hypomethylation as well as hypermethylation of DNA depending on the locus, indicating that more SAM does not necessarily mean more methylations^26^.

We have previously reported that circadian rhythms, i.e., biological rhythms ticking with a period close to 24 h, are strongly affected by the inhibition of the methyl cycle using the AHCY inhibitor Deazaneplanocin A (DZ), leading to SAH accumulation and inhibition of nucleic acids and protein methylation^27,28^. This link between methylation and circadian rhythms was found in many eukaryotic cells, from unicellular green algae to human cells. These studies concluded that disrupted biological rhythms can be used as a reliable and quantitative sign of methyl metabolism deficiency, with the circadian period increasing proportionally with the concentration of AHCY inhibitors^28^.

Here, we used disruptions in circadian rhythms to assess the effects of exogenously administered methyl cycle metabolites, first using a well described in vitro model, then in mouse. These investigations revealed that exogenous SAM is catabolized out of the methyl cycle into adenine, a known toxic metabolite and inhibitor of AHCY, leading to methylation inhibition and circadian rhythms disruption. These results further our understanding of how methyl metabolism works and is regulated, and prompt serious questions about the safety of SAM as a freely available dietary supplement.

## Results

### Exogenous *S*-adenosylmethionine affects circadian rhythms

For these experiments, we used mouse embryonic fibroblasts prepared from heterozygous PER2::LUC knock-in mice that express a fusion between luciferase and the endogenous core circadian clock protein Period 2 (PER2)^29^. The circadian clock in these cells can be conveniently measured by real-time luminometry, and the period and robustness of the clock can be extrapolated from the oscillations of PER2::LUC luminescence. As a starting point, we sought to decrease endogenous SAM levels in these cells, speculating that it would affect circadian rhythms in a manner consistent with the pharmacological inhibition of the methyl cycle by AHCY inhibitors like DZ^27,28^. Since SAM is synthesized from the essential amino acid methionine in the methyl cycle (Fig. 1a), methionine deprivation has often been used to trigger methylation deficiencies in vitro^30–32^. We thus tested the effects of methionine concentrations one order of magnitude lower (0.01 mM) or higher (1 mM) than in normal medium.

**Fig. 1:**
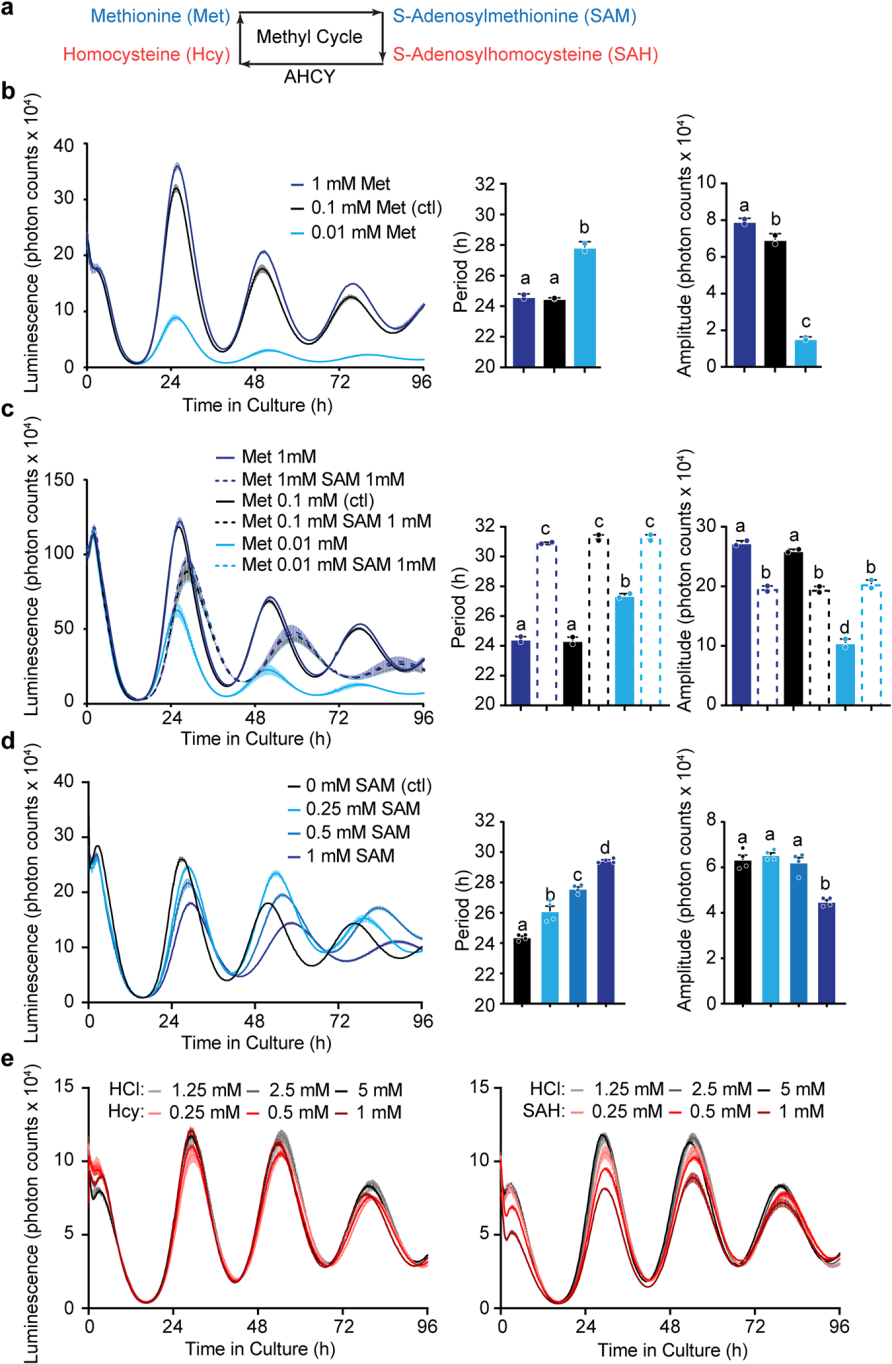
Exogenous SAM lengthens the circadian period. **a** Simplified representation of the methyl cycle. **b** Low methionine, but not its excess, significantly lengthens the circadian clock period of PER2::LUC oscillations in immortalized mouse embryonic fibroblasts. **c** Partial rescue of the baseline and amplitude drop caused by low methionine with *S*-adenosylmethionine (SAM), but overriding effects of SAM on period length. **d** Concentration-dependent period lengthening by exogenous SAM. **e** Homocysteine (Hcy) and S-adenosylhomocysteine (SAH) do not lengthen the circadian period compared to the vehicle HCl (Hydrochloric acid). All data shown are mean +/− S.E.M. of 2 (b, 3c) or 4 (d) culture wells. Data shown as bar graphs analyzed by one-way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d (labels at the top of each bar) at least *p* < 0.01.

While no significant effects of 1 mM methionine were seen on the period, 0.01 mM methionine lengthened the period and decreased the amplitude of PER2::LUC oscillations (Fig. 1b). While methionine deficiency is likely to affect many different pathways, notably the mTOR-dependent autophagy pathway, the effect of low methionine observed could at least in part be due to a decrease in SAM. To gain further insights into the interactions between methionine and SAM, the effects of exogenous SAM were investigated in cells cultivated in the presence of various concentrations of methionine. To determine an appropriate range of SAM concentrations, we quantified the intracellular SAM concentration in cells cultivated in standard medium, and obtained a concentration of mean 354 +/− S.E.M. 3.9 pmol/mm^3^ cell volume of SAM (or 0.354 mM), indicating 0.1–1 mM would be an appropriate range to test. Surprisingly, the presence of 1 mM SAM in the medium rescued the cells from low methionine concentration in terms of amplitude and baseline, but the period was consistently lengthened, regardless of the amount of methionine in the medium (Fig. 1c). We confirmed this occurred even in total absence of methionine in the medium (Supplementary Fig. 1a). Only at lower concentrations (0.1 mM), SAM did rescue the cells from low methionine-induced period lengthening (Supplementary Fig. 1b). After 4 days in medium without methionine, cells were obviously under stress and dying, but this was also prevented by SAM (Supplementary Fig. 1c). We next tested SAM at intermediate concentrations (0.25 and 0.5 mM) in an otherwise standard medium: a significant, concentration-dependent period lengthening was observed, up to a maximum of 29.96 +/− S.E.M. 0.2 h at 1 mM SAM (Fig. 1d). In contrast, the other methyl cycle metabolites SAH and homocysteine failed to elicit any significant changes in circadian rhythms (Fig. 1e). SAM affected a human osteosarcoma cell line (U-2 OS) expressing bioluminescent clock reporter^33^ in the same way (Supplementary Fig. 1d), suggesting a conserved mechanism.

The disruption in circadian rhythms caused by exogenous SAM, regardless of the methionine concentration, was an unexpected finding. To understand how cellular metabolism handled exogenous SAM, we compared the intracellular metabolome of cells cultivated in control medium, in the absence of methionine, or in the absence of methionine with 1 mM SAM (Fig. 2a and Supplementary Data 1). As expected, highly significant differences were observed between treatments, with free SAM (Fig. 2b) or methionine (Fig. 2c) being undetectable without methionine provided in the medium, and intracellular SAM increasing when provided at 1 mM in the medium. While SAH did not significantly change in methionine-free medium, it significantly increased under 1 mM SAM, which may indicate increased SAM usage (Fig. 2d). This is further supported by increased levels of cystathionine (Fig. 2e), synthesized from homocysteine in the transsulfuration pathway (Fig. 2f) by an enzyme allosterically activated by SAM^34,35^. Consistent with SAM preventing methionine deficiency-induced cell death, in medium containing 1 mM SAM free methionine was again detected (Fig. 2c), albeit at lower levels than in normal conditions. This occurred most likely because of the methionine salvage pathway, recycling SAM back into methionine when SAM is in excess (Fig. 2f). Indeed, along this pathway we observed significant changes in the polyamines putrescine, spermidine, and spermine (Fig. 2g, h, i). In particular, putrescine dramatically increased in the absence of methionine, indicating the methionine salvage and polyamine synthesis were inhibited under this condition, and partially recovered with the addition of 1 mM SAM.

**Fig. 2:**
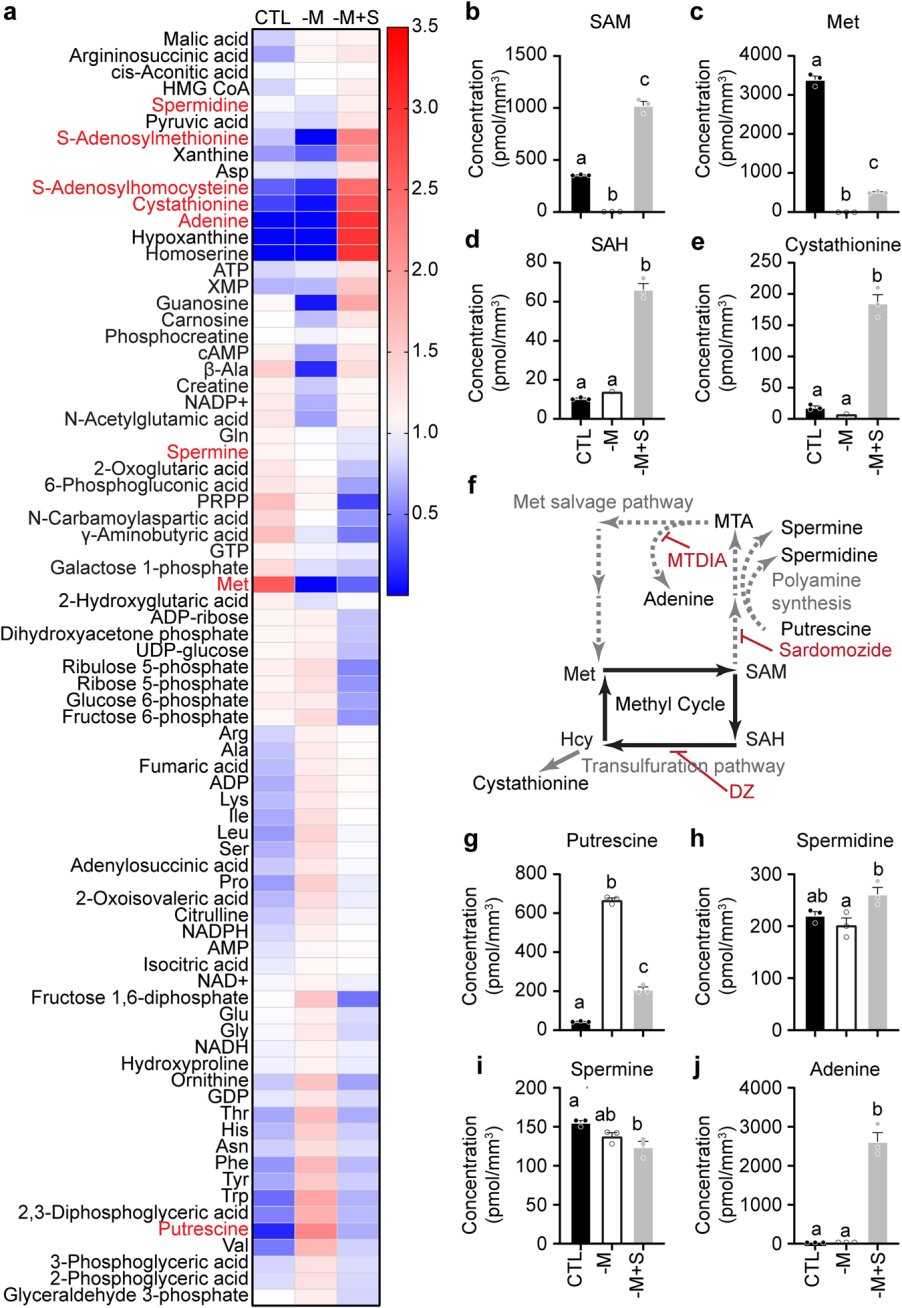
Excess SAM is catabolized to SAH and adenine. **a** Heatmap representation of metabolites significantly regulated under low methionine without (−M) or with 1 mM SAM (−M + S). Global color scale based on mean + /− S.E.M. of *n* = 3 10 cm cell culture dishes. Metabolites written in red are shown in the next panels. See also Supplementary Data 1. **b**–**e** Absolute quantification of SAM, methionine (Met), SAH and cystathionine in cells treated with low methionine or low methionine with 1 mM SAM as in (**a**). **f** Representation of the methyl cycle and its dependents, the methionine salvage and transsulfuration pathways. The methionine salvage pathway also leads to the synthesis of polyamines and to the salvage of adenine from methylthioadenosine (MTA). From cystathionine, the transsulfuration pathway leads to cysteine synthesis. Written in red are the various known pharmacological inhibitors used in this study. **g**–**j** Absolute quantification of putrescine, spermidine, spermine, and adenine in cells treated with low methionine or low methionine with 1 mM SAM as in (**a**). Data are shown as bar graphs analyzed by one-way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c (labels at the top of each bar) at least *p* < 0.05. See also Supplementary Data 1.

### Polyamines are likely not involved in period lengthening caused by SAM

Polyamines homeostasis has been shown to be critical for the circadian clock’s function^36^. We thus tested whether an increase in putrescine would lengthen the circadian period in our cells. No effects of putrescine were seen below 1 mM, and only a mild period lengthening was seen at 1 mM (Supplementary Fig. 2a). These data show that increased putrescine levels do not convincingly explain the pronounced period lengthening obtained with SAM.

### Activation of the methionine salvage pathway lengthens the circadian period

Since exogenous homocysteine (Fig. 1e), SAH (Fig. 1e), methionine (Fig. 1b), or putrescine (Supplementary Fig. 2a) were not associated with period lengthening, we hypothesized that either SAM itself, or another metabolite along the methionine salvage pathway, was responsible for the period lengthening observed. Along the methionine salvage and after the polyamine branch, the next metabolite is 5′-methylthioadenosine (Fig. 2f, MTA), a sulfur-containing purine nucleoside present in all mammalian tissues that has been used pharmacologically to regulate gene expression and cell proliferation, differentiation, and apoptosis^37^. Increased levels of MTA when the methionine salvage is activated could contribute to the effects of SAM on circadian rhythms. While MTA was not measured in Fig. 2, adenine, a product of MTA phosphorylation in the methionine salvage pathway, dramatically increased in the presence of SAM (Fig. 2j), suggesting MTA did also increase. In fact, this is the only known metabolic route from MTA in mammals: MTA phosphorylation by MTA-phosphorylase (MTAP) to yield 5-methylthioribose-1-phosphate and adenine. MTAP is a clinically relevant enzyme in the treatment of cancer since the reaction it mediates is also key for purine nucleotide salvage that is over-activated in cancer cells^38–40^. This also explains why, in cells cultivated in the presence of 1 mM SAM, the purine bases xanthine, adenine, hypoxanthine, as well as the purine nucleoside guanosine and nucleotide XMP, all products of purine salvage, significantly increased (Fig. 2a). Activation of the purine salvage is known to block de novo purine synthesis, since adenine allosterically inhibits the rate-limiting step to 5-phosphoribosyl 1-pyrophosphate (PRPP), as well as that of its own branch to AMP^41^ (Supplementary Fig. 2b). Consistent with this, PRPP significantly decreased under 1 mM SAM (Fig. 2a), accompanied with an increase in XMP (Fig. 2a), the first nucleotide in the alternative branch of de novo purine synthesis (Supplementary Fig. 2b).

Since 1 mM methionine in the culture medium did not affect the period (Fig. 1b), the lengthening of the period seen with SAM is probably not dependent on metabolites of the methionine salvage further downstream of MTA and adenine. Rather, the activation of adenine salvage seemed a good candidate for further investigations. To test this, we treated PER2::LUC MEFs with 0.25, 0.5, and 1 mM of MTA or adenine, and observed concentration-dependent period lengthening of comparable magnitude with that observed with SAM (Supplementary Fig. 3a, b). This clearly demonstrates the importance of this pathway for circadian rhythms.

To gain further insights on the intracellular metabolic response to exogenous SAM and adenine, and the mechanisms underlying period lengthening, we compared the intracellular metabolome of cells treated with 1 mM SAM or adenine (Fig. 3a and Supplementary Data 2). This time, a wider set of metabolites was analyzed semi-quantitatively. The effects of 1 mM SAM on the methyl cycle and methionine salvage metabolites were consistent with the previous data, with an increase in methionine (Fig. 3b), SAM (Fig. 3c), SAH (Fig. 3d), and cystathionine (Fig. 3e). In contrast, 1 mM adenine had no significant effects on methionine, cystathionine, or polyamines, but also increased levels of SAM and SAH. This time we confirmed an increase in MTA under 1 mM SAM treatment (Fig. 3f), as well as in adenine (Fig. 3g), further evidence that the methionine salvage is activated by SAM. Changes in purine nucleosides and bases elicited by 1 mM SAM or adenine were consistent with previous observations, and both 1 mM SAM and adenine increased intracellular levels of adenine, hypoxanthine, and guanosine, together with all purine nucleotides, despite near undetectable levels of PRPP and AICAR (Fig. 3a), two key metabolites of the de novo purine synthesis pathway (Supplementary Fig. 2b). These data demonstrate that the salvage of purines has been activated similarly by SAM and adenine. Since PRPP is also required for the synthesis of pyrimidine nucleotides (Supplementary Fig. 2c), virtually all pyrimidines detected (UDP, UTP, UMP, CTP, CDP, dTTP…) decreased under 1 mM of either SAM or adenine (Fig. 3a).

**Fig. 3:**
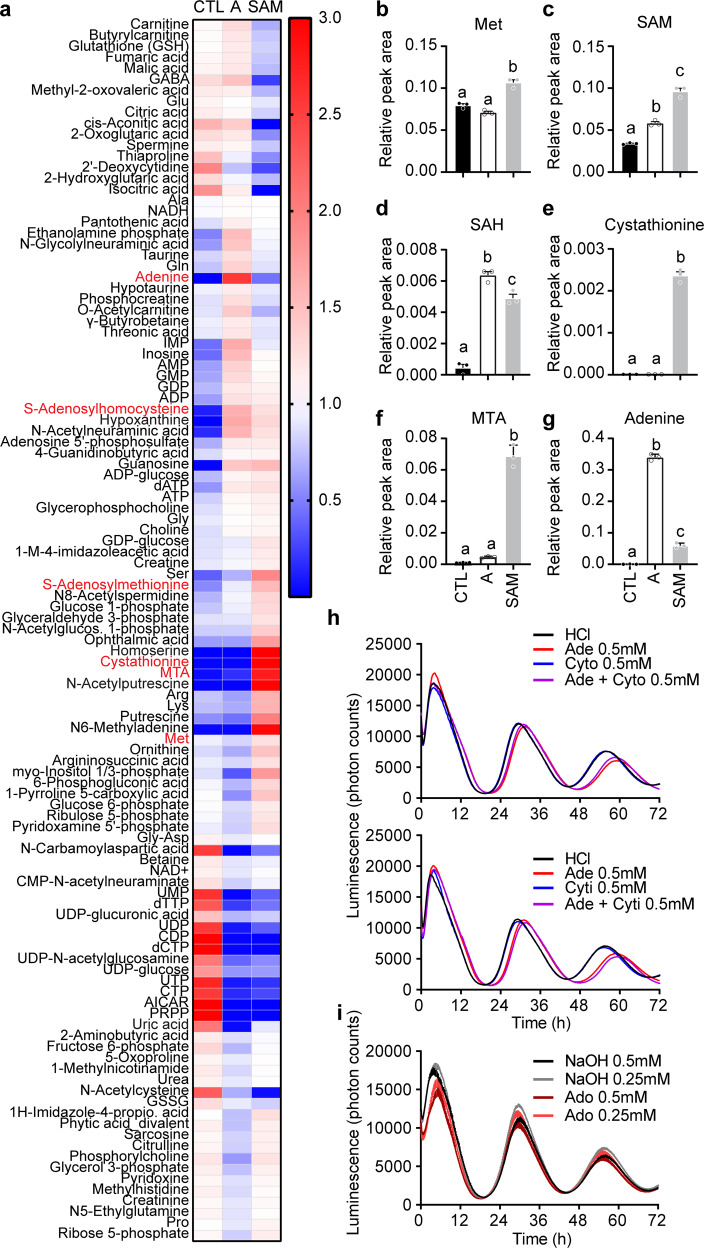
Adenine and SAM disrupt the purine/pyrimidine ratio, but complementation by pyrimidines does not rescue the cells from period lengthening. **a** Heatmap representation of metabolites significantly regulated under 1 mM adenine (A) or 1 mM SAM (SAM). Red and blue represents higher and lower values, respectively (see legend on the right). Metabolites written in red are shown in the next panels. Note the parallel changes in SAH, purine, and pyrimidine nucleotides in adenine and SAM-treated cells. Global color scale based on mean+/−S.E.M. of *n* = 3 10 cm cell culture dishes. See also Supplementary Data 2. **b**–**g** Relative quantification of intracellular Met, SAM, SAH, cystathionine, MTA and adenine in cells treated with 1 mM adenine or 1 mM SAM. Data show mean +/− S.E.M. of *n* = 3 cell culture wells. **h** Cytosine (Cyto) or cytidine (Cyti) do not rescue PER2::LUC mouse embryonic fibroblasts from the period lengthening effects of adenine (Ade). Data show mean +/− S.E.M. of *n* = 4 cell culture wells. **i** In contrast to adenine, adenosine (Ado) does not significantly lengthens the circadian period. Data show mean +/− S.E.M. of *n* = 4 cell culture wells. All data shown as bar graphs analyzed by one-way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c (labels at the top of each bar) at least *p* < 0.05. See also Supplementary Data 2.

### Purine/pyrimidine imbalance does not explain period lengthening

An inhibitory effect of excess adenine on the cell cycle has previously been proposed to be mediated by a purine/pyrimidine imbalance, an inhibition that could in some cases be rescued by adding the pyrimidine nucleoside cytidine^42^. Reasoning that, since the cell cycle is itself controlled by the circadian clock^43^, the lengthened circadian period could also be rescued by exogenous cytidine, we treated cells with adenine together with equimolar amounts of cytidine or its base cytosine, but observed no effects of the pyrimidines, alone or together with the purine bases (Fig. 3h). We concluded that purine/pyrimidine imbalance does not readily explain the period lengthening. This is similar to other reports about the toxicity of adenine shown to not depend on the purine/pyrimidine imbalance^44^, or on any nucleotide, for example ATP or GTP, that could be salvaged from adenine^45^. Since these reports also showed that excess adenosine, like adenine, was toxic to cells, we tested whether adenosine would also lengthen the circadian period but did not observe any significant effects (Fig. 3i).

### Adenine is an endogenous AHCY inhibitor

So far we have demonstrated that purine-based metabolites derived from SAM have the ability to affect circadian rhythms, but the underlying mechanisms remain unknown. In our metabolome analyses, we noticed that, although SAM increased when 1 mM SAM or adenine were provided in the medium (and in the absence of methionine with 1 mM SAM), SAH increased at least one order of magnitude higher than SAM, causing the [SAM]/[SAH] ratio to fall (Fig. 4a). [SAM]/[SAH], often called the “methylation potential,” is an indicator of methylation status, and should remain high to ensure methylations can occur^46^. This suggests excess of these metabolites may negatively feedback on the methyl cycle, inhibiting SAH hydrolysis to homocysteine by AHCY, leading to SAH accumulation, protein and mRNA methylation inhibition and period lengthening as observed with bona fide inhibitors of AHCY such as DZ (itself a structural analog of adenine nucleoside)^27,28^. This hypothesis is supported by biochemical literature published in the late 70s reporting that adenine and MTA may bind to and inhibit AHCY^44,47,48^. To test whether MTA, adenine, and SAM do regulate AHCY activity, we performed in vitro enzymatic assays with purified AHCY. Only adenine, like DZ used as a positive control, showed a clear and concentration-dependent AHCY inhibition (Fig. 4b). MTA mildly but significantly inhibited AHCY, albeit no significant dose-dependent effects were seen at the concentrations tested (Fig. 4b). These data support the hypothesis that activation of the methionine salvage pathway by exogenous SAM increases levels of MTA and adenine, inhibiting AHCY and leading to circadian period lengthening.

**Fig. 4:**
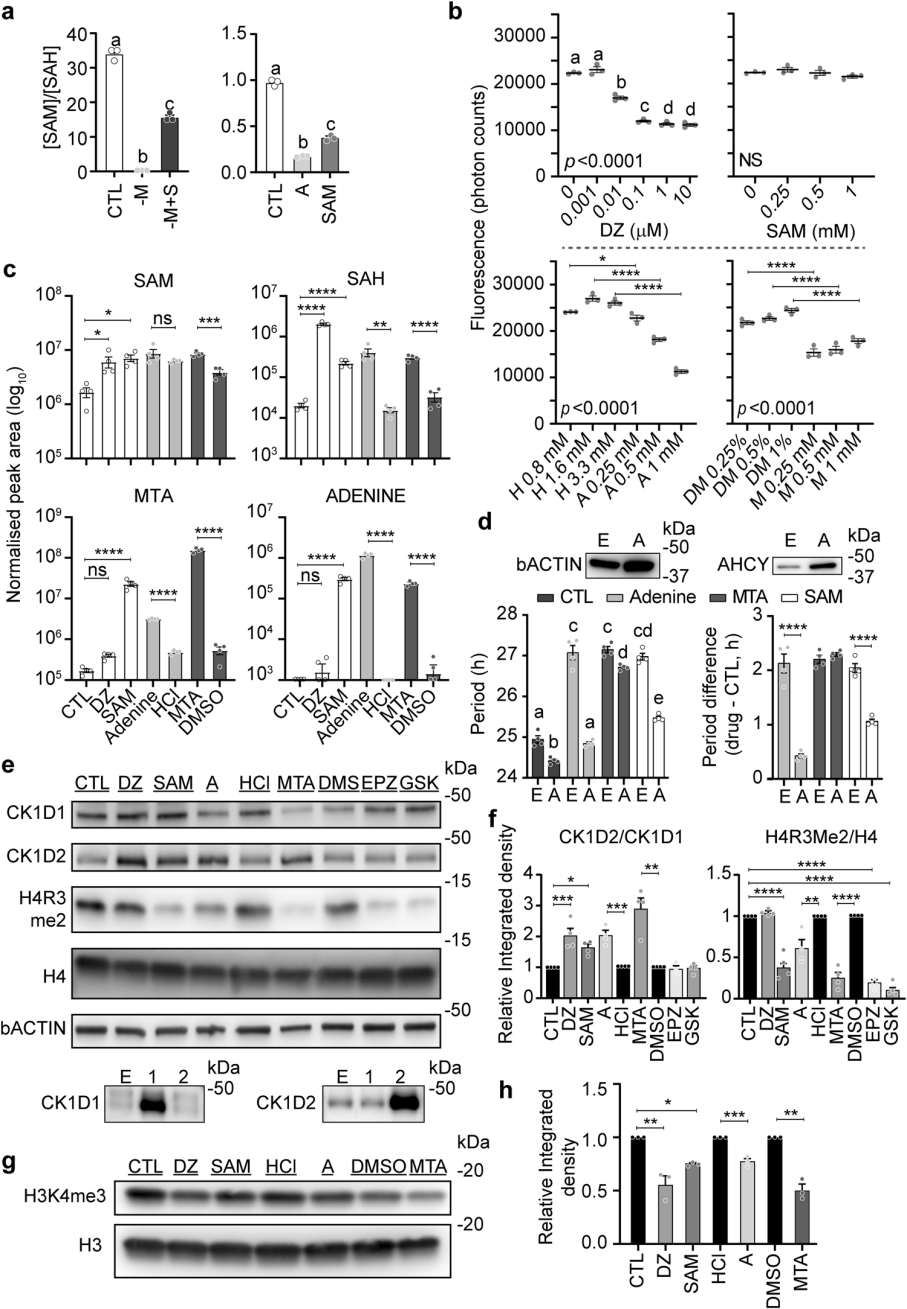
Exogenous SAM, via its catabolism to MTA and adenine, inhibits methyl metabolism. **a** SAM and adenine similarly decrease the SAM/SAH ratio. Data show mean +/− S.E.M. of *n* = 3 10 cm cell culture dishes. The differences in the Y axis values originate from the type of raw data from these two metabolome datasets, i.e., absolute quantification (left) versus semi-quantitative (right). **b** In vitro enzymatic assays demonstrate that adenine and MTA are direct AHCY inhibitors. DZ was used as a positive AHCY inhibitor control, and SAM did not have any significant effects. Data show mean +/− S.E.M. of *n* = 4 assay wells. HCl (H) was used as a vehicle for adenine (A), DMSO (D) for MTA (M), and water for DZ and SAM. DZ and SAM treatments analyzed by one-way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d (labels at the top of each bar) *p* < 0.0001; for adenine and MTA, only the indicated comparisons were made. **c** Quantification of SAM, SAH, MTA, and adenine by LC-MS/MS reveals adenine accumulates in cells treated with SAM, adenine, or MTA (all at 1 mM), leading to an increase in SAH as observed for DZ treatment (10 μM). Data show mean peak area normalized to total cell volume +/− S.E.M. of *n* = 4 10 cm cell culture dishes, analyzed by one-way ANOVA followed by Bonferroni multiple comparison test (CTL vs. DZ vs. SAM) or unpaired *t* test for adenine vs. HCl and MTA vs. DMSO, due to the effects of HCl and DMSO on cell proliferation. Although the increase of SAH in cells treated with SAM was not significant in Bonferroni multiple comparison test after ANOVA due to the much stronger effect of DZ, in *t* test CTL vs. SAM was highly significant, with *p* < 0.0001. CTL was vehicle (water) for DZ and SAM. HCl and DMSO were vehicle controls for adenine and MTA, respectively. **d** Overexpression of AHCY protects the cells against adenine and SAM. Left graph shows mean period + /− S.E.M. of *n* = 4 replicate dishes compared by one-way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d vs. e (labels at the top of each bar) at least *p* < 0.05. Right graph shows mean drug – CTL period difference +/− S.E.M. of *n* = 4 replicate dishes compared by one-way ANOVA followed by Bonferroni multiple comparison test between each EMPTY vector (E) and AHCY (A) couple. Expression of AHCY was confirmed by immunoblotting, shown above the graphs. **e** Immunoblotting reveals that SAM, adenine (A), and MTA (all at 1 mM) stimulate CK1D2 expression, a hallmark of AHCY inhibition by DZ confirmed here (10 μM). In contrast, specific inhibition of H4R3 symmetric demethylation (H4R3me2) by PRMT5 with EPZ (10 μM) or GSK (10 μM) does not affect CK1D1 or CK1D2 expression. H4 and bActin were used as loading controls, and the specificity of CK1D1 and CK1D2 antibodies was ascertained using extracts from cells transfected with their respective expression vectors, results shown at the bottom. **f** Bar charts show mean CK1D2/CK1D1 or H4R3me2/H4 ratio of relative integrated densities +/− S.E.M. of *n* = 4 independent membranes; CTL, DZ, SAM, EPZ, and GSK analyzed by one-way ANOVA followed by Bonferroni multiple comparison test (ratios for CTL was expressed as 1), and A vs. HCl (ratios for HCl expressed as 1) and MTA vs. DMSO (ratios for DMSO expressed as 1) separately analyzed by *t* test. **g** Immunoblotting showing DZ (10 μM), SAM, adenine, and MTA (all at 1 mM) decrease H3K4me3. **h** Bar chart shows mean H3K4me3/H3 ratio analyzed as in (**f**), *n* = 3 independent membranes. Significances throughout are *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. See Supplementary Fig. 7 for uncropped blots.

To confirm methyl metabolism reacts the same way in cells treated with SAM, MTA, DZ, and adenine, we measured the levels of adenine, SAM, SAH, and MTA in cells treated with these molecules by LC/MS-MS (Fig. 4c). SAM and MTA, as predicted, led to the accumulation of adenine, undetectable under control conditions. Consistent with our predictions, SAH dramatically increased under DZ, SAM, adenine, or MTA treatment.

### AHCY overexpression changes the sensitivity of cells to adenine, SAM, and MTA

If AHCY inhibition is the major mechanism underlying period lengthening obtained with adenine, MTA, or SAM, then increasing AHCY expression should make the cells less sensitive to these metabolites (i.e., raise the IC50). To test this possibility, we treated PER2::LUC cells stably transfected with an expression vector for AHCY with a low concentration of adenine, MTA, or SAM (250 μM). Interestingly, AHCY overexpression alone shortened the circadian period, and cells overexpressing AHCY were less sensitive to adenine and SAM compared with cells stably transfected with the empty vector (Fig. 4d), demonstrating AHCY inhibition is one of the main factors underlying the effects of these metabolites on circadian rhythms. Overexpression of AHCY did not protect the cells against MTA, however, suggesting alternative AHCY-independent mechanisms underlying period lengthening when cells are treated with MTA.

### Inhibition of the methionine salvage pathway rescues the cells from SAM

Next, to prevent adenine and/or MTA synthesis from SAM, we treated PER2::LUC cells with sardomozide, an inhibitor of SAM decarboxylase^49^ (Fig. 2f), the first and rate-limiting enzyme in the methionine salvage pathway^50^, or MTDIA (Methylthio-DADMe-Immucillin A), an inhibitor of MTAP^51,52^ (Fig. 2f), together with different concentrations of SAM. In a manner consistent with our results so far, sardomozide and to a lesser extend MTDIA protected the cells from the period lengthening effects of SAM (Supplementary Fig. 4a, b). Without excess SAM, sardomozide shortened the period compared to untreated control (Supplementary Fig. 4a), indicating that the normal rate of the methionine salvage pathway is important for clock function, while MTDIA weakly lengthened the period (Supplementary Fig. 4b) probably due to the resulting MTA accumulation^51^. Together these data demonstrate that the period lengthening caused by SAM depends on its catabolism to MTA and adenine.

### MTA directly inhibits PRMT5

While we have shown that adenine and to a lesser extent MTA directly inhibit AHCY, leading to SAH accumulation associated with circadian period lengthening, more direct mechanisms may contribute to the period lengthening effects of these metabolites. In particular, MTA has been reported to directly inhibit PRMT5-mediated symmetric dimethylation of H4R3 (H4R3Me2)^53^, which could potentially also affect the circadian clock in mammalian cells as it does in plants^54^. In vitro, PRMT5 assay confirmed that only MTA had a consistent inhibitory effect on the symmetric dimethylation of a H4R3 peptide, while SAM, as the methyl donor co-substrate, promoted H4R3 methylation in vitro (Supplementary Fig. 5a). In the cell, however, high SAM levels will lead to MTA accumulation, likely inhibiting PRMT5 as well (see below). To test the contribution of PRMT5 inhibition to period lengthening, we tested the two specific PRMT5 inhibitors GSK591 and EPZ015666 in PER2::LUC MEF cultures. Both inhibitors have an IC50 of ~10 nM for the methylation of histone 4 (H4), but only a mild effect on the period was observed for GSK591 at 10 μM (Supplementary Fig. 5b), indicating PRMT5 may not be a strong regulator of circadian rhythms in this system. Considering the lack of rescue afforded by AHCY overexpression (Fig. 4d), MTA may directly affect other MTases, targeting arginine or other substrates, relevant for circadian rhythms. Indeed, MTA has been shown to widely inhibit arginine methylation^55^.

### Hallmarks of AHCY inhibition: CK1D expression changes, decrease in histone methylation

A hallmark of the cellular response to DZ is a shift in the relative expression of two alternatively spliced isoforms of casein kinase 1 delta (CK1D)^56^. Therefore, if SAM, adenine, and MTA lead to widespread methylation inhibition like DZ, they should also trigger similar changes in CK1D expression. We proceeded to test this possibility by immunoblotting and, consistent with our hypothesis, after a 24h-treatment of PER2::LUC MEFs, SAM, MTA, and adenine, like DZ, increased the CK1D2/CK1D1 expression ratio (Fig. 4e, f). This increased CK1D2/CK1D1 ratio in itself could explain the period lengthening observed with adenine and other AHCY inhibitors, as previously shown^56^.

To confirm SAM, MTA and adenine lead to methylation inhibition, we investigated their effects on histone methylation. The first histone methyl mark we measured was H4R2me2, since we showed earlier that PRMT5 is directly inhibited by MTA in vitro (Supplementary Fig. 5a), and confirmed that a 24 h-treatment of PER2::LUC MEFs with SAM, MTA, or adenine caused a decrease in H4R2me2, while DZ had no effects (Fig. 4e, f). This is in line with the inhibition of PRMT5 being caused mainly by MTA, not by SAH. GSK591 and EPZ015666 were used as positive controls.

We next tested H3K4Me3, a histone mark that has been shown to contribute to the AHCY-dependent control of cyclic gene expression by the circadian clock and to be inhibited by DZ^57–59^. As expected, H3K4Me3 decreased in cells treated for 24 h with DZ, adenine, MTA, or SAM (Fig. 4g, h).

These data further underline the similarities between the effects of DZ, adenine, MTA, and SAM. In addition to “DZ-like” AHCY inhibition caused by adenine, the catabolism of excess SAM also leads to MTA accumulation that increases the range of inhibited methylation reactions. While MTA is relevant for the toxicity of excess SAM, we omitted MTA from our next experiments, since MTA seems to have more AHCY-independent modes of action compared to DZ and adenine.

### Hallmarks of AHCY inhibition: widespread inhibition of mRNA methylation

We have previously reported that inhibition of AHCY with DZ or analogs leads to the inhibition of *N*^6^-methyladenosine in mRNA^27,28,56^. To confirm whether this also occurred in cells treated with adenine and SAM, we extracted mRNA from PER2::LUC cells treated with these metabolites for 24 h, using DZ as a positive control, and quantified all major methylated nucleotides by LC-MS (Fig. 5a). A significant and widespread decrease in methylated nucleotides was observed with adenine, SAM, and DZ, demonstrating they ultimately lead to methylation inhibition.

**Fig. 5:**
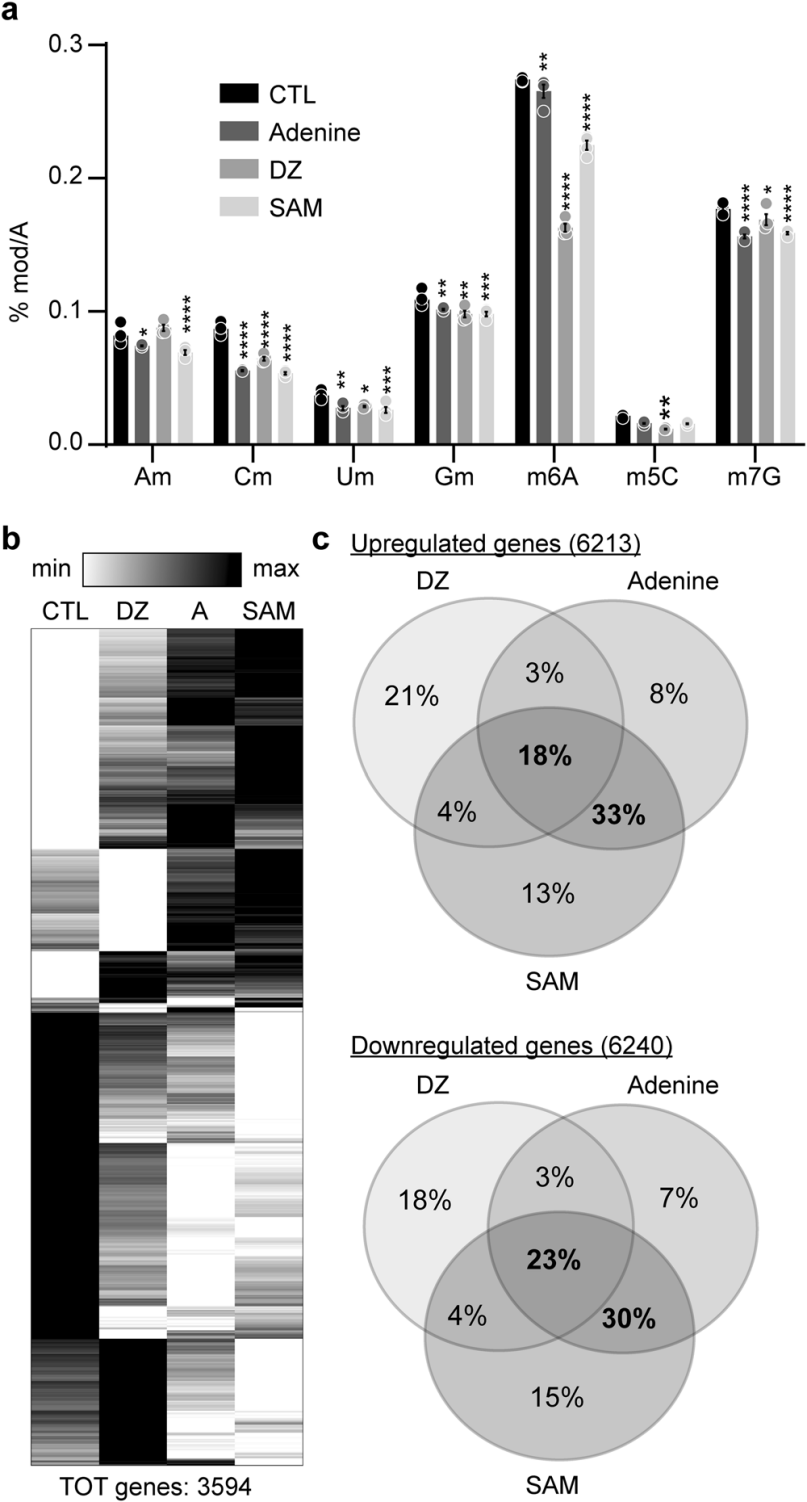
Adenine and SAM inhibit mRNA methylation and have similar transcriptome signature. **a** Quantification of methylated nucleotides in mRNA from cells treated with DZ, adenine, or SAM. Am, Cm, Um, and Gm correspond to 2’-*O*-ribose methylation of A, C, U, and G, respectively; m6A is *N*^6^-methyladenosine; m5C is 5-methylcytosine; m7G is *N*^7^-methylguanine. Data show mean +/− S.E.M. of *n* = 4 cell culture wells, analyzed by two-way ANOVA (all sources of variations *p* < 0.0001) followed by Bonferroni multiple comparison test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **b** Heatmap representation of 3594 genes significantly regulated by DZ (10 μM), adenine (1 mM), and SAM (1 mM), based on the mean of 3 replicate dishes. **c** Venn diagrams showing the overlap in significantly up- (6213) and downregulated (6240) genes between cells treated with DZ (10 μM), adenine (1 mM), or SAM (1 mM). See also Supplementary Data 3.

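The sheet of Supplementary Data 3 that compares CTL with DZ could be read here for 1455 of its 12591 genes. Its log2 fold changes are those of CTL minus DZ, opposite in sign to the regulation by DZ in all 1455 genes, with a median absolute difference of 5.89e-04 from the limma estimates once the sign is changed. Among its first 5 genes are Ifit2 (chromosome 19, 34527932 to 34554524) and Ifit3 (chromosome 19, 34560899 to 34566443), with log2 fold changes of 1.54 and 2.50 for DZ minus CTL. Reads of Ifit3 could have been shared with its paralog Ifit3b, which rose by 2.55.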

### DZ, adenine, and SAM have similar transcriptome signatures

Despite differences between DZ, adenine, and SAM in the pathways they potentially regulate in the cell, the fact that they converge in the inhibition of AHCY suggest they should elicit similar transcriptome signatures in cells treated with these molecules. Since, as we have shown above, excess SAM is converted to adenine in the cell, these two metabolites should have uncanny similarities in the genes they regulate. We thus proceeded with analyzing transcriptomes by RNASeq. 

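Deazaneplanocin A (DZ) is an inhibitor of the enzyme AHCY, and the cells were fibroblasts from embryos of PER2::LUC mice, in which luciferase is fused to the clock protein PER2. Confluent cells were treated for 24 h with 10 μM DZ, 1 mM adenine, or 1 mM SAM, with 3 replicate dishes per treatment, and compared with 3 control dishes (CTL). According to the study design given with the deposited data, every group, CTL included, contained 3.3 mM HCl. Polyadenylated RNA from each dish was sequenced, and the authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm39 with HISAT2 guided by GENCODE vM27, and quantified transcripts with StringTie. The table they deposited gives the log2 of CPM (reads of a gene scaled to a common library size) on normalized library sizes for 12591 genes in each of the 12 libraries. Once the prior count of 2 that the authors' edgeR step adds before the logarithm was taken off, 100% of the values came out as whole reads, with a largest distance of 0.0024 from a whole read, so that the depth of each library was known. The reads on the listed genes ranged from 45649534 to 49644171 in CTL (median 47473493) and from 48112727 to 50362332 in DZ (median 50242029). They ranged from 49117495 to 55408822 in adenine (median 53919407) and from 47504412 to 56789090 in SAM (median 54341650). StringTie derives such reads from coverage, so they are estimates, and no gene had fewer than 46 of them in any library. Replicate libraries of one group differed by more than counting noise, with a chi-square per degree of freedom between 4.76 and 19.1 over the genes. The highest value was between SAM replicates 1 and 3 and the lowest between SAM replicates 1 and 2, and no library was a copy of another.

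Each gene was tested with limma on the deposited log2 values, in a single model of the 4 groups with a variance trend, by contrasting each treatment with CTL. A gene was called changed at a Benjamini-Hochberg FDR under 0.01, the threshold of the paper, over all 12591 genes. The authors' scaling factors lay between 0.962 and 0.968 in CTL and between 1.0471 and 1.0540 in SAM, so the choice of scaling can move all fold changes of SAM together. With plain read totals in place of these factors, a choice made after seeing the data, the median log2 fold change of all genes moved from -0.015 to 0.11 for SAM, from -0.0030 to 0.059 for adenine, and from -0.0057 to 0.020 for DZ. The fold changes given here are relative to the authors' scaling. Symbols and positions come from the GENCODE vM39 annotation of GRCm39, in which 12575 of the 12591 identifiers were found.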

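In the limma model, 5782 genes were changed by DZ (2840 higher and 2942 lower than in CTL), 7753 by adenine (3850 higher and 3903 lower), and 8731 by SAM (4237 higher and 4494 lower). These are 45.9%, 61.6%, and 69.3% of the genes tested. Most changes were small. The median absolute log2 fold change of the called genes was 0.33 for DZ, 0.44 for adenine, and 0.51 for SAM, and a required absolute log2 fold change of at least 1, the alternative that moved the counts most, left 240, 1282, and 1647 genes, respectively. Across the fits that each left out 1 library of the groups compared, the counts stayed between 4953 and 5244 for DZ, between 7175 and 7272 for adenine, and between 8223 and 8615 for SAM. With plain read totals as scaling, 5465 of 8927 genes called under SAM were higher (61.2%), against 48.5% with the authors' scaling, as were 4574 of 7837 under adenine (58.4%, against 49.7%) and 3206 of 5813 under DZ (55.2%, against 49.1%).

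The largest rises and falls were chosen among called genes with a mean of at least 3 log2 CPM, in which every treated dish lay beyond every CTL dish (an arrangement whose exact permutation p is 0.1, the smallest that 3 dishes against 3 allow). Under DZ, Isg15 (chromosome 4, 156283883 to 156285303) rose from 3.06 ± 0.078 log2 CPM (SD, n = 3) in CTL to 6.66 ± 0.064, a log2 fold change of 3.61 (standard error 0.094, adjusted p = 5.94e-13 from limma with Benjamini-Hochberg adjustment). Ifit1 (chromosome 19, 34618271 to 34632174) rose by 3.35 and Apol9a (chromosome 15, 77287989 to 77295335) by 2.94, although reads of Apol9a could have been shared with its paralog Apol9b, which rose by 3.04. The largest falls under DZ were those of Tnfrsf25 (chromosome 4, 152200391 to 152205299) with a log2 fold change of -1.57, Slc25a23 (chromosome 17, 57350705 to 57366905) with -1.57, and Ogdhl (chromosome 14, 32043735 to 32071368) with -1.56.

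Under adenine, Spon2 (chromosome 5, 33353751 to 33378075) rose from 1.96 ± 0.11 log2 CPM (SD, n = 3) to 5.49 ± 0.079, a log2 fold change of 3.53 (standard error 0.076, adjusted p = 1.55e-14 from limma with Benjamini-Hochberg adjustment), followed by Megf6 (chromosome 4, 154255166 to 154360718) with 3.27 and Egr3 (chromosome 14, 70314350 to 70320063) with 3.23. The deepest falls were those of Ifi44 (chromosome 3, 151436559 to 151455625) with -3.20, Pdzd7 (chromosome 19, 45015345 to 45035127) with -2.91, and Reep6 (chromosome 10, 80165787 to 80172275) with -2.70. Pdzd7 and Reep6 were also among the largest falls under SAM, with log2 fold changes of -4.72 and -4.01, and Trib3 (chromosome 2, 152179337 to 152191958) fell from 7.83 ± 0.014 to 3.77 ± 0.072 log2 CPM (SD, n = 3), a log2 fold change of -4.05 (standard error 0.037, adjusted p = 7.02e-19 from limma). Prss35 (chromosome 9, 86617045 to 86640606) rose by 3.71 under SAM, Crabp1 (chromosome 9, 54671171 to 54680403) by 3.61, and Idi1 (chromosome 13, 8935537 to 8942487) by 3.45. Reads of Idi1 could have been shared with its processed pseudogene Idi1-ps1, which rose by 3.32.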

As expected DZ, adenine, and SAM had profound effects, with 5825, 7795, and 8767 genes significantly regulated (false discovery rate FDR < 0.01) among a total of 12,591 expressed genes, respectively (Supplementary Data 3). A heatmap containing the 3594 genes that significantly vary in all treatments shows the similarity in transcriptome signatures between DZ, adenine, and SAM (Fig. 5b), and Venn diagrams with genes significantly up- and downregulated in at least one treatment further show that ~20% of genes are shared among the three treatments, and an additional 30% of genes are similarly regulated by adenine and SAM (Fig. 5c). 

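Counted from the deposited values, 3551 genes were changed in all 3 treatments, between 2981 and 3886 across the 12 fits that each left out 1 library. Independent calls at the same rates would give 2469 such genes, and the same effects shuffled over genes against the shared CTL libraries gave 3130.1 on average over 20 simulations. Unchanged groups simulated against those libraries gave 0. Of the 3551 genes, 2531 moved in one direction (71.3%, against 25% by chance and 26.2% with shuffled effects). The other 1020 did not, and in 929 of these adenine and SAM moved one way and DZ the other. These baselines treat the 3 treatments as independent of each other. Adenine and SAM alone moved the same way in 97.6% of the genes called in both, which raises the share. The gap between 71.3% and the baselines therefore does not measure how far DZ resembled the other treatments. Higher expression was called in at least 1 treatment for 6148 genes, of which 18.7% were shared by all 3 treatments and a further 33.5% by adenine and SAM only. Lower expression was called for 6254 genes, of which 22.1% were shared by all 3 and a further 30.4% by adenine and SAM only. Higher and lower genes together, the shares were 20.4% and 31.9%. With plain read totals as scaling, 7202 genes were called higher and 5310 lower in at least 1 treatment. Of the genes called in both of a pair of treatments, 97.6% of 6650 moved the same way under adenine and SAM, 71.4% of 4041 under DZ and adenine, and 67.8% of 4453 under DZ and SAM.

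Across all 12591 genes, which are not independent replicates, the log2 fold changes of adenine and SAM had a Pearson r of 0.885, those of DZ and adenine 0.368, and those of DZ and SAM 0.337. Comparisons with the same CTL libraries share the chance values of those libraries, and simulated groups with no effect at all gave r of 0.498, 0.505, and 0.499 for these pairs. With separate CTL libraries for each treatment of a pair, r was 0.860 for adenine and SAM, 0.336 for DZ and adenine, and 0.309 for DZ and SAM. Simulated effects of the observed sizes, shuffled over genes, gave at most 0.0166. Over all genes, called or not, 51.5% had the same sign in all 3 comparisons, against 50.1% for unchanged groups. In unchanged groups the signs come only from chance values, which the shared CTL libraries tie together. With effects of the observed sizes those chance values weigh little, as the r of at most 0.0166 shows. The 50.1% is therefore not the share that unrelated effects would give, and no conclusion is drawn from this comparison. Part of the genes shared with DZ are pseudogenes, which made up 422 of the 1379 genes lower in all 3 treatments (30.6%, against 10.0% of the genes tested) and can share reads with their parent genes. With protein-coding genes only, a filter added after seeing the data, r was 0.28 for DZ and adenine and 0.263 for DZ and SAM.

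**Figure D1:**
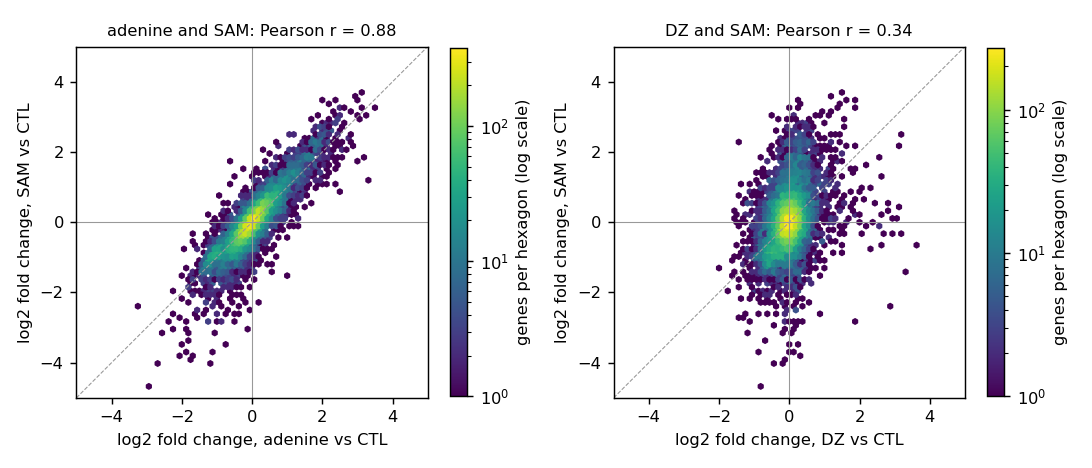
Log2 fold changes against CTL of all 12591 genes, SAM (vertical axis) against adenine (left) and against DZ (right), in 3 dishes per group; the color gives the number of genes per hexagon on a log scale, and the dashed line marks equal changes. Genes lie along the dashed line for adenine and SAM (r = 0.885) and scatter around it for DZ and SAM (r = 0.337).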

A stringent gene ontology (GO) analysis based on significantly regulated genes (FDR < 0.01) in each treatment reveals a profound overlap between affected biological processes (Supplementary Data 4). 

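The gene lists used here were written before the deposited data were examined, but after the first genes of Supplementary Data 3, which come from the same libraries, had been seen. Of 27 names of core clock genes, 23 were in the table. Under DZ 11 of them were changed (7 higher and 4 lower), under adenine 13 (3 higher and 10 lower), and under SAM 17 (7 higher and 10 lower), and adjusted over the list alone the counts were the same. The median log2 fold change of the list was 0.038 under DZ (adjusted p = 0.57), -0.13 under adenine (adjusted p = 0.118), and -0.13 under SAM (adjusted p = 0.588) in limma's camera test with Benjamini-Hochberg adjustment over 21 tests. As a set the clock genes were therefore not called, and the share of them changed (47.8%, 56.5%, and 73.9%) did not differ from that of all genes in Fisher's exact test (adjusted p = 1, 0.966, and 0.966). Single libraries weighed on these medians, which became 0.025 under DZ without CTL replicate 3, -0.21 under adenine without adenine replicate 1, and -0.076 under SAM without SAM replicate 3 or without CTL replicate 1. Plain read totals as scaling left a median of -0.0058 under SAM. Camera and the median look for a shift in one direction. Clock genes moved both ways under each treatment, so opposite changes can cancel and the lack of a call does not show an unchanged clock. All libraries were taken at 24 h, so a change in the level of a rhythmic gene cannot be told from a shift in its timing. Per2, the gene of the reporter (chromosome 1, 91343700 to 91387069), was at 2.14 ± 0.13 log2 CPM (SD, n = 3) in CTL and had a log2 fold change of -0.76 under adenine (standard error 0.17, adjusted p = 8.6e-04 from limma with Benjamini-Hochberg adjustment). Its changes under DZ (-0.14, adjusted p = 0.497) and SAM (0.25, adjusted p = 0.192) were not called by limma. Without 1 library they ranged from -0.20 (without CTL replicate 3) to -0.070 (without CTL replicate 1) under DZ and from 0.12 (without SAM replicate 1) to 0.38 (without SAM replicate 3) under SAM, and were not called in any of these fits. Bmal1 (chromosome 7, 112806152 to 112914735) rose by 0.31 under DZ and 0.67 under adenine, both called, and by 0.19 under SAM, which was not (adjusted p = 0.0147 from limma), although plain read totals as scaling would call a rise of 0.31. Clock (chromosome 5, 76342860 to 76452846) was called under SAM only, with a log2 fold change of -0.15, a call lost without SAM replicate 1 (-0.15), SAM replicate 3 (-0.097), CTL replicate 1 (-0.14), or CTL replicate 2 (-0.14), and with plain read totals as scaling (-0.026). Csnk1d (chromosome 11, 120843823 to 120882172) rose by 0.14 under DZ only, although plain read totals would also call a rise of 0.14 under SAM. The paper measured the ratio of protein isoforms of this gene, which rose under DZ, adenine, and SAM. A total of RNA over the gene cannot show such a ratio. Larger changes were those of Ciart (chromosome 3, 95785815 to 95789991), -0.995 under adenine and -2.87 under SAM, against 0.34 under DZ, which was not called. Timeless (chromosome 10, 128067926 to 128088810) rose in all 3 treatments (0.43 under DZ, 2.02 under adenine, and 2.17 under SAM). A separate list of proliferation genes rose as well (medians of 0.21, 1.55, and 1.87), and no test separated the rise of Timeless from theirs. Dbp (chromosome 7, 45354512 to 45359627) fell in all 3 treatments (-0.99 under DZ, -1.36 under adenine, and -0.71 under SAM).

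Supplementary Data 4 names 63 genes under circadian rhythm for adenine. All 63 were called under adenine here (32 higher and 31 lower), 32 under DZ, and 52 under SAM, although a list picked on these libraries is not independent evidence for them.

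Of 28 names of methyl cycle and methionine salvage enzymes, 23 were in the table, and 17, 15, and 17 of them were changed under DZ, adenine, and SAM, both over all genes and adjusted over the list alone. Under DZ this share, 73.9%, was above the 45.9% of all genes (adjusted p = 0.0435 in Fisher's exact test over 21 tests, two-sided, with 11 of the 23 genes higher and 6 lower), whereas under adenine and SAM it did not differ (adjusted p = 0.966 in both). Their median log2 fold change was 0.18 under DZ (0.12 without CTL replicate 3), -0.14 under adenine, and -0.18 under SAM. Over 14 alternatives it lay between 0.15 and 0.21 under DZ, between -0.19 and -0.075 under adenine, and between -0.22 and -0.059 under SAM. Camera did not call the list in any treatment (adjusted p = 0.163, 0.0854, and 0.115 in limma with Benjamini-Hochberg adjustment). Limma's fry test asks whether the genes of a list shift in one direction, without comparing them with other genes. It called this list in all 3 treatments (adjusted p = 2.34e-04, 1.23e-06, and 5.62e-08), and the clock genes under adenine and SAM. A list that fry did not call can still hold changed genes, as the clock genes under DZ did (11 of 23 called, adjusted p = 0.572 from fry). Ahcy (chromosome 2, 154901230 to 154916422) had log2 fold changes of -0.24 under DZ and -0.23 under SAM, both called, and was not called under adenine (-0.032, adjusted p = 0.305 from limma). Mat2a, which encodes a SAM synthetase subunit (chromosome 6, 72409779 to 72416684), fell in all 3 treatments, by 0.30, 0.59, and 1.11 under DZ, adenine, and SAM. Cth (chromosome 3, 157599868 to 157630739) fell by 1.02 under adenine and 3.15 under SAM but not under DZ, and Sat1 (X chromosome, 153996128 to 153999452) fell by 0.20, 0.94, and 0.97. Mtap (chromosome 4, 89055359 to 89099319) rose by 0.30 under DZ and 0.14 under SAM, and with plain read totals as scaling also by 0.10 under adenine. Ada (chromosome 2, 163565705 to 163592159) rose by 0.69 under DZ only. Amd1 (chromosome 10, 40162797 to 40178185) had log2 fold changes of 0.41, -0.18, and 0.22, and its reads could have been shared with its paralog Amd2, which had 0.38, -0.19, and 0.22.

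All 47 listed RNA, histone, and DNA methyltransferases and their partner proteins were in the table, and 19, 24, and 32 of them were changed under DZ, adenine, and SAM (18, 23, and 32 adjusted over the list alone). These are 40.4%, 51.1%, and 68.1% of the list, no more than among all genes. Members moved both ways under each treatment, with medians of 0.079, -0.021, and -0.086, and limma's camera did not call the list in any (adjusted p = 0.0919, 0.975, and 0.975). With plain read totals as scaling the medians under adenine and SAM were above 0 (0.040 and 0.036). The median under adenine was -0.013 without adenine replicate 3, -0.0010 without CTL replicate 1, and -0.036 without CTL replicate 3, and that under SAM was -0.054 without SAM replicate 1, -0.017 without SAM replicate 3, and -0.037 without CTL replicate 1. Dnmt1 (chromosome 9, 20817945 to 20871184) rose by 1.32 under adenine and 1.58 under SAM, and Suv39h1 (X chromosome, 7927403 to 7940999) by 1.11 and 1.60, while Prmt3 (chromosome 7, 49428083 to 49510996) fell by 0.52 and 0.89. None of the 3 was called under DZ. The listed proliferation genes also rose under adenine and SAM (medians of 1.55 and 1.87), and no test separated the rises of Dnmt1 and Suv39h1 from theirs. Prmt5 (chromosome 14, 54744636 to 54754982) was not called in any treatment (0.078, -0.040, and -0.00087), although plain read totals as scaling would call a rise of 0.12 under SAM.

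**Figure D2:**
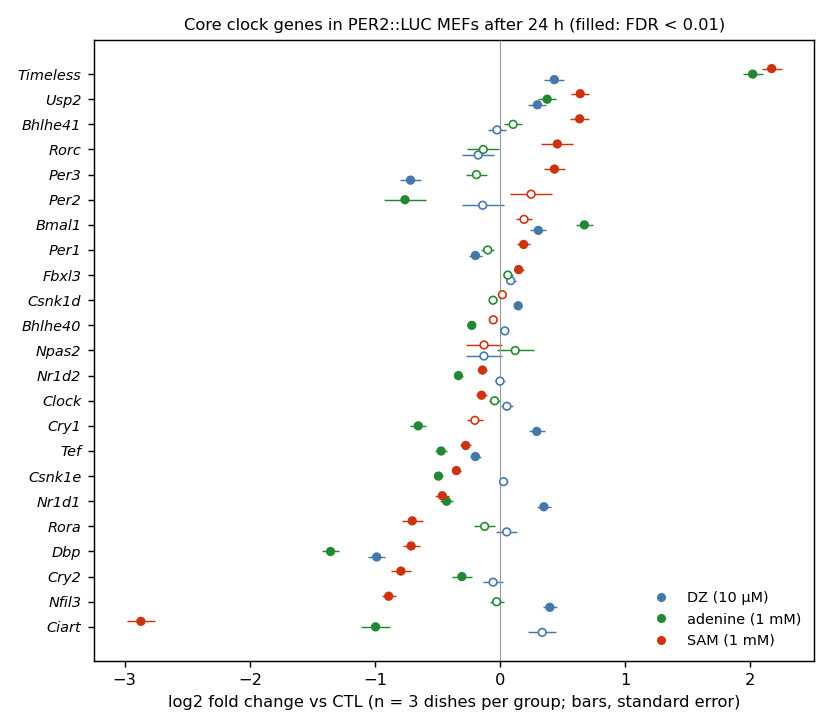
Log2 fold change against CTL (horizontal axis) of the 23 core clock genes in the table (vertical axis) for DZ, adenine, and SAM, in 3 dishes per group; points are limma estimates, bars are standard errors, and filled points have an FDR under 0.01. Genes lie on both sides of 0 in each treatment, from -2.87 for Ciart to 2.17 for Timeless, both under SAM.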

Consistent with the common effects of DZ, adenine, and SAM on methyl metabolism and circadian rhythms, “Methylation” (GO:0032259) and “Rhythmic process” (GO:0048511) were highly significant ontologies in each treatment, and “Circadian rhythms” (GO:0007623) was also significant in both adenine- and SAM-treated samples. Together these data show that exogenous SAM, despite being thought of as beneficial, elicit changes in gene expression that share high similarity with the response to known toxic metabolites and methyl metabolism inhibitors like adenine or DZ.

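Tested directly against each other in the limma model, SAM and adenine differed in 5382 genes (2617 higher and 2765 lower under SAM), of which 202 had an absolute log2 fold change of at least 1. DZ and adenine differed in 8093 genes, 925 of them by at least 1, and DZ and SAM in 8684 genes, 1451 of them by at least 1. The spread of fold changes also rose from DZ to SAM, with standard deviations over genes of 0.37 for DZ, 0.60 for adenine, and 0.72 for SAM. Among the 835 genes called in all 3 treatments with an absolute log2 fold change of at least 0.5 in each, 755 moved in one direction (90.4%). From the heatmap of genes changed in all treatments, the Venn diagrams, and the overlap of ontologies, the paper concludes that exogenous SAM changes gene expression much as adenine and DZ do. It had reasoned beforehand that the 3 molecules converge on the inhibition of AHCY and should have similar signatures, and that SAM, being converted to adenine in the cell, should be very similar to adenine in the genes it regulates.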

### SAM is highly toxic to dividing cells

The circadian experiments above were performed with confluent cell populations of PER2::LUC MEFs, which are contact-inhibited. This allows for stable and robust luminescence rhythms to be measured. In these populations, no effects of SAM on the cell cycle or cell death were seen. The anti-proliferative and pro-apoptotic effects of SAM in cancer cells^24–26^, however, prompted us to test whether SAM affected the growth of PER2::LUC MEFs. Cells cultivated at low confluence were treated with 1 mM SAM or vehicle, and counted every day for 5 days. While control cells grew exponentially, cells treated with SAM initially showed stunted growth followed by a rapid decline (Supplementary Fig. 6a). These results further highlight SAM as a toxic metabolite with potential uses as an anti-neoplastic agent.

### SAM supplementation affects circadian behavior in vivo

The metabolism of SAM in vivo is more complex than in cell culture, and the methionine salvage pathway may not be active in all tissues. Enteric SAM may thus not have the same detrimental effects as in vitro. To match the daily recommended intake of SAM supplements of 0.8–1.6 g/day in human, we administered SAM to mice at a concentration of 100 and 250 mg/kg of food, and monitored circadian locomotor (running wheel) activity rhythms in constant darkness for around 1 month to allow expression of endogenous rhythms. At both 100 and 250 mg/kg, SAM caused an increase in the circadian period compared to control, with a dose-dependent effect seen by an increase in the CTL vs. SAM significance in post hoc analysis (Fig. 6). While mice did not display any obvious differences in general condition including body weight after one month under these conditions, the fact that circadian rhythms were affected by exogenous SAM as observed in vitro indicate unsupervised SAM supplementation should be considered with caution.

**Fig. 6:**
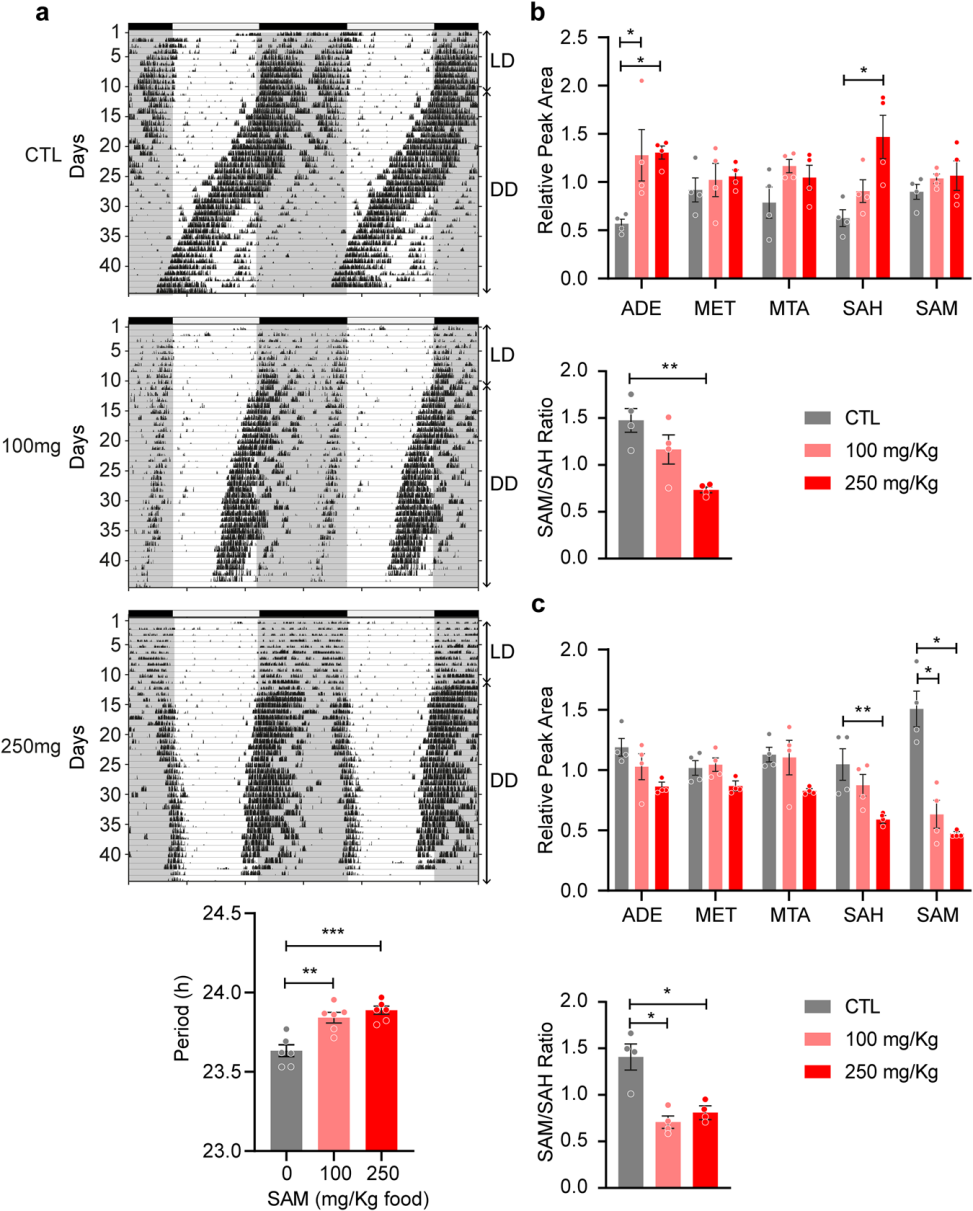
SAM supplementation affects circadian behavior in vivo. **a** Representative running wheel activity records (actograms) of mice fed control (CTL) diet, or the same diet enriched with 100 or 250 mg/kg food, as indicated. Actograms are double-plotted, first recorded under standard light-dark conditions (LD, days 0 to 10) followed by constant darkness (DD, days 11 to 45). Black tick marks inside the actograms represent bouts of wheel-running activity. Periods of light and dark are indicated by horizontal bars above actograms, and the timing of the original light-dark cycles is indicated by grayed areas. Bar chart shows mean circadian period +/− S.E.M. of *n* = 6 male mice, analyzed by one-way ANOVA (*p* < 0.001) followed by Bonferroni multiple comparison test, **p < 0.01, ***p < 0.001. See Supplementary Fig. 8 for raw actograms of all animals. **b** Metabolites quantification from the liver and hypothalamus (**c**) of mice fed control diet, or the same diet enriched with SAM at 100 or 250 mg/kg food for 3 weeks. Lower graphs in each panel show SAM/SAH ratio. Bar chart shows mean +/− S.E.M. of *n* = 2 male mice + 2 female mice, analyzed for each metabolite by one-way ANOVA followed by Bonferroni multiple comparison test, *p < 0.05, **p < 0.01, significance only shown when ANOVA and multiple comparison tests are *p* < 0.05.

To gain insights into how SAM intake affects systemic methyl metabolism, we quantified selected metabolites from the liver and hypothalamus of mice fed for three weeks with SAM at 100 and 250 mg/kg and compared with animals fed with unsupplemented control diet (Fig. 6b, c). As expected from in vitro experiments, adenine increased in the liver, indicating the methionine salvage pathway is active in this tissue. Interestingly, the SAM/SAH ratio decreased in both tissues, but for different reasons: in the liver, SAH increased but SAM did not change, while in the brain both SAM and SAH decreased so that SAH > SAM. This clearly shows that SAM supplementation negatively disrupts systemic methyl metabolism.

In conclusion, using disrupted molecular and behavioral circadian rhythms as a read-out for methyl metabolism deficiency, we show that the methyl cycle is highly sensitive to exogenous variations of its metabolites, and that excess SAM beyond endogenous levels, rather than promoting methylation, has negative consequences due to its catabolism to MTA and adenine by the methionine salvage pathway. We show these SAM catabolites are potent AHCY and MTases inhibitors. This calls for a tightening of legislation regarding the availability of SAM as an over-the-counter dietary supplement.

## Discussion

Beyond mRNA and histone methylation, there may be other MTases directly or indirectly inhibited by excess of SAM, adenine, and MTA. These may include MTases targeting DNA, tRNA, and rRNA. A comprehensive analysis of all methylated residues in proteins and nucleic acids potentially affected is out of the scope of the present work. The main conclusion here, that excess SAM is catabolized to MTA and adenine, leading to methylation deficiencies, stands.

While we have flagged the potential toxicity of SAM, the effects of SAM intake on locomotor activity rhythms in vivo suggest SAM could potentially be used to correct circadian misalignments caused by shiftwork or jetlag. Circadian rhythm sleep disorders such as delayed sleep phase disorder (DSPD) and advanced sleep phase disorder (ASPD) are often associated with depression^60,61^. SAM may be especially efficient in the treatment of ASPD, since ASPD patients have a circadian clock that runs faster than 24 h, leading to early sleep onset and awakening. SAM may help slow the internal rhythms of ASPD patients down and facilitate their synchronization to the external day-night cycles. This also suggests that future clinical trials using SAM to treat depression may need to consider chronotypes as a confounder that may have been the origin of failed clinical trials.

Given the existing literature on adenine/adenosine toxicity, we were surprised that the adenosine nucleoside did not affect the clock like its base (Fig. 3i): Together with homocysteine, adenosine is the product of SAH hydrolysis by AHCY, and thus a substrate for the reverse reaction when other routes of adenosine metabolism are interrupted, causing an increase in SAH^62,63^. The clinical relevance of adenine and adenosine toxicity in the etiology of *Adenosine deaminase* deficient-severe combined immunodeficiency (ADA-SCID)^64,65^ provided us with a clue. Under normal conditions, the enzyme ADA efficiently deaminates adenosine to inosine, an important step in the catabolism of adenosine. Highest levels of *Ada* are found in cells of the lymphoid system, explaining why ADA deficiency causes SCID, and why ADA is a common target for leukemia chemotherapies. Many investigations into the mechanisms of adenosine toxicity in vitro are based on human lymphoblasts treated with ADA inhibitors in conjunction with exogenous adenosine. We thus tested whether adenosine, together with the specific *Ada* inhibitor pentostatin (Nipent^TM^, Pfizer) currently used in the treatment of various types of leukemia^66^, would elicit period lengthening. While no significant effects of adenosine or pentostatin alone were observed on the circadian period, a dramatic period lengthening, which was dependent on the concentration of adenosine, was observed when the two compounds were used together (Supplementary Fig. 6b), strengthening our conclusions and suggesting methylation deficiency affecting the circadian clock could contribute to the disrupted sleep of ADA-SCID patients^67,68^.

Oral adenine is classified as acutely toxic and is often used to induce chronic kidney disease in rodents, caused by the catabolism of adenine into 2,8-dihydroxyadenine that crystallizes in renal tubules^69^. Excess adenine intake to induce nephropathy in mouse was shown to affect circadian behavior in vivo, but no mechanisms were proposed^70,71^. Our results suggest that adenine per se may affect circadian rhythms in these mice via a methylation-dependent manner. More investigations should confirm this possibility.

## Methods

### Animals

Animal experiments were licensed under the Animals (Scientific Procedures) Act of 1986 (UK) and were approved by the animal welfare committees at the University of Manchester. Eight- to twelve-week-old C57BL/6J male mice were purchased from Charles River (UK) and acclimatized to the local animal unit for 1 week before the experiment. Mice were housed under a 12:12 h light/dark cycle at ~350 lux during the light phase and 0 lux during the dark phase. Ambient temperature was kept at 22 ± 3 °C, the humidity was ~52 ± 4%, with food and water available ad libitum. Meal diets containing 127 mg/kg or 318 mg/kg SAM chloride dihydrochloride (Sigma A7007) were ordered from Special Diets Services, using their standard maintenance diet #BK001 as a base. Control diet was the same meal diet, BK001. Running wheel activity rhythms were measured in single-mouse cages equipped with running wheels (Vet Tech Solutions Ltd) placed in light-tight programmable cabinets (Tecniplast). Actograms and period estimates (chi-square periodogram) were acquired with Clocklab (Actimetrics).

### Cell cultures

Mouse PER2::LUC^29^ cells or Bmal1-luc U-2 OS^33^ were cultivated as previously described^27^ with the following alternative modifications. Cells were seeded into 35 mm dishes (Corning) or 24-well plates (Corning) and allow to grow to confluence in DMEM/F12 medium (Invitrogen 31330038) containing antimycotic/antibiotic (Sigma A5955) and heat-inactivated serum (Gibco 10500064). Cells were then shocked by dexamethasone (Sigma-Aldrich D4902) 400 nM for 2 h, followed by a medium change including 1 mM beetle luciferin (Promega E1605). 35 mm dishes were then transferred to a luminometer (Lumicycle32, Actimetrics) and 24-well plates to a luminometer/incubator (CL24A-LIC, Churitsu Electric Corp.). Photons were counted in bins of 2 min at a frequency of 10 min. Period and amplitude were estimated by BioDare2^72^. DZ (SML0305), adenine (A2786), 1 M HCl (H9892), MTA (260585), DMSO (D8418), SAM (A7007), GSK591 (SML1751) and EPZ015666 (SML1421) were purchased from Sigma-Aldrich; Methylthio-DADMe-Immucillin A (HY-101496) and Sardomozide (HY-13746B) were purchased from Cambridge Bioscience Ltd. Stocks for DZ (10 mM in water), adenine (150 mM in 0.5 N HCl), HCl (0.5 N), MTA (100 mM in 100% DMSO), DMSO (100%), SAM (100 mM in water), GSK591 (10 mM in 100% DMSO), EPZ015666 (10 mM in 100% DMSO), MTDIA (10 mM in 100% DMSO), and Sardomozide (10 mM in water) were kept in −30 °C.

For the cell growth experiment, PER2::LUC cells were plated at 5000 cells/well in twelve 6-well plates, 4 wells per plate. The next day, medium was replaced with medium containing 1 mM SAM or vehicle, 6 plates for each treatment. Two plates, one for control one for SAM, were immediately washed once with 2 ml PBS, trypisinised (300 μl trypsin/well, Sigma T3924), and incubated 3 min in the incubator. Cells were transferred to sterile 1.5 ml tubes and immediately counted using a manual hemocytometer. This was repeated every day for 5 days with the remaining sets of plates.

### DNA vectors

Expression vector for AHCY was obtained by amplifying the mouse AHCY ORF from the HA-AHCY vector^59^ using the primers 5**′**-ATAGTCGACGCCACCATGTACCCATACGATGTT-3**′** and 5**′**-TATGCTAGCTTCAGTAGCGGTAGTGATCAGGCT-3**′**, then ligating the SalI/NheI-digested PCR product into the SalI/NheI-digested pSELECT-HYGRO-MCS vector (Invivogen) using Ligation high Ver.2 (Toyobo).

### Immunoblotting

Confluent cells cultivated in 24-well plates were treated with each respective chemical for 24 h in the incubator at 37 °C, 5% CO_2_. Cells were washed once with 1 ml PBS then lysed in the plate with 0.1 ml/well 2X Laemmli buffer (Bio-Rad) supplemented with 20 mM DTT. Cells were scraped out with a pipette tip and transferred to a 1.5 ml microtube, boiled for 10 min at 95 °C, vortexed at full speed for 5–10 s, and spinned-down before split into single-use aliquots kept at −30 °C. On the day of the immunoblotting, aliquots were boiled again for 10 min at 95 °C, vortexed at full speed for 5–10 s, and spinned-down. Samples (0.006–0.012 ml/well depending on the target protein) were loaded into a pre-cast mini-PROTEAN gel (Bio-Rad), run, and transferred in a min Trans-blot cell according to manufacturer’s instructions and consumables (Bio-Rad). Membranes were probe with primary (AHCY, ProteinTech 10757-2-AP, 1:750; H4R3Me2, ABCAM ab5823, 1:1000; H4, ABCAM ab10158, 1:1000 and Cell Signalling 13919S, 1:1000; Actin, Sigma A5441, 1:5000; CK1D1 and CK1D2, Yanaihara Research Institute, 1:1000) and secondary (anti-rabbit, Amersham NA934, 1:10,000; anti-mouse, Amersham NA931, 1:50,000) antibodies overnight at 4 °C or 1 h at room temperature, respectively, and followed by three washes of 10 min at room temperature with Tris Buffered Saline 0.1% tween20. Proteins were detected using chemiluminescent substrate (Amersham ECL-Prime), pictures of membranes were acquired with a G:Box (Syngene), and integrated intensities quantified with ImageJ available at https://imagej.nih.gov/.

CK1D1 and CK1D2 antibodies were raised by the Yanaihara Research Institute using the peptides KLH-Cys-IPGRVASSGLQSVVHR for CK1D1 and KLH-Cys-NSIPFEHHG for CK1D2, corresponding to the specific C-terminal tail of each isoform. The anti-CK1D2 was affinity purified. The specificity of CK1D1 and CK1D2 antibodies was first ascertained on lysates from PER2::LUC cells transfected with CK1D1 and CK1D2 described previoulsy^56^, shown in Fig. 4e. Both antibodies are available on request from Jean-Michel Fustin.

### PRMT5 and AHCY enzymatic assays

Each respective drug and vehicle was diluted with the assay buffer to the final concentrations indicated in the graphs. Assays were performed following the manufacturers’ instructions for PRMT5 (AMS biotechnology 52002L) and AHCY (ABCAM ab204694). Luminescence (PRMT5) and fluorescence (AHCY) were quantified using a BioTek Synergy plate reader (BioTek Instruments Inc.).

### Metabolite quantification by LC-MS/MS

Cells cultivated in 10 cm Petri dishes (Corning) until confluence were treated with each respective chemical and returned to the incubator for 24 h at 37 °C, 5% CO_2_. Cells were washed twice with 10 ml 5% mannitol (Sigma-Aldrich), the mannitol was carefully and completely removed before 0.9 ml 100% methanol was added onto the cells, firmly rocking the dish so that the methanol covers the cell monolayer. Dishes were tipped, and 0.6 ml water containing 125 ng/ml BIS-TRIS (Sigma-Aldrich) was added directly into the pool of methanol forming in the corner of the dish before rocking the dish again to cover the cell monolayer. The water/methanol mix was collected from the corner of the tipped dish and transferred to a 1.5 ml microtube. Tubes were kept at room temperature until all dishes were processed, randomly. Samples were centrifuged at 20,000 × *g*, 4 °C for 30 min, the supernatant transferred to a new tube, centrifuged again at 20,000 × *g*, 4 °C for 10 min, and the final supernatant transferred to a new 1.5 ml microtube.

Prior to analysis, 200 µl of sample was dried in a centrifugal vacuum concentrator and resuspended in 100 µl acetonitrile and water in a ratio of 5:1. The sample was centrifuged at 20,000 × *g* for 3 min and the top 80 µl was transferred to a glass autosampler vial with 300 µl insert and capped.

Liquid chromatography-mass spectrometry analysis was performed using a Thermo-Fisher Ultimate 3000 HPLC system consisting of an HPG-3400RS high-pressure gradient pump, TCC 3000 SD column compartment, and WPS 3000 Autosampler, coupled to a SCIEX 6600 TripleTOF Q-TOF mass spectrometer with TurboV ion source. The system was controlled by SCIEX Analyst 1.7.1, DCMS Link, and Chromeleon Xpress software.

A sample volume of 5 μL was injected by pulled loop onto a 5 μL sample loop with 150 μl post-injection needle wash with 9:1 acetonitrile and water. Injection cycle time was 1 min per sample. Separations were performed using an Agilent Poroshell 120 HILIC-Z PEEK-lined column with dimensions of 150 mm length, 2.1 mm diameter, and 2.7 μm particle size equipped with a guard column of the same phase. Mobile phase A was water with 10 mM ammonium formate and 0.1% formic acid, mobile phase B was 9:1 acetonitrile and water with 10 mM ammonium formate and 0.1% formic acid. Separation was performed by gradient chromatography at a flow rate of 0.25 ml/min, starting at 98% B for 3 min, ramping to 5% B over 20 min, hold at 5% B for 1 min, then back to 98% B. Re-equilibration time was 5 min. Total run time including 1 min injection cycle was 30 min.

The mass spectrometer was run in positive mode under the following source conditions: curtain gas pressure, 50 psi; ionspray voltage, 5500 V; temperature, 400 °C; ESI nebulizer gas pressure, 50 psi; heater gas pressure, 70 psi; declustering potential, 80 V.

Data were acquired in a data-independent manner using SWATH in the range of 50–1000 *m*/*z*, split across 78 variable-size windows (79 experiments including TOF survey scan), each with an accumulation time of 20 ms. Total cycle time was 1.66 s. Collision energy of each SWATH window was determined using the formula CE (V) = 0.084 × *m*/*z* + 12 up to a maximum of 55 V.

Acquired data were processed in MultiQuant 3.0.2. Peaks from MS1 and MS2 data were picked and matched against a metabolite library of 235 standards, based on retention time and mass error of ±0.025 Da. Data exported from MultiQuant 3.0.2 was further sorted, filtered, and scored using a custom VBA macro in Excel, based on presence, peak area, and coelution of precursor and fragment ions.

For quantification from animal tissues, mice were sacrificed by cervical dislocation followed by cessation of blood circulation, and ~50 mg of each tissue was immediately dissected and snap-frozen in liquid nitrogen. Tissues were weighed then homogenized using Qiagen’s TissueLyzer in 800 µl ice-cold 50:50 methanol:water solution per 50 mg tissue, with BIS-TRIS (Sigma-Aldrich) at 125 ng/ml was used as an internal control, in 2 ml microtubes containing one 3 mm Tungsten carbide bead (Qiagen), for 10 min at a frequency of 25 Hertz. Samples were then centrifuged at 12,000 × *g* at 4 °C, the clear supernatant transferred to a new 1.5 ml microtube and kept at −80 °C until analysis, as above.

### Metabolomics

Cells were cultivated and metabolites extracted for metabolite quantification by HPLC but followed by filtration through a VIVASPIN 500 3KDa cut-off filters (Sartorius AG) then kept at −80 °C until shipped on dry ice to Human Metabolome Technologies (HMT) for analysis. At HMT, filtrates were centrifugally concentrated and resuspended in 0.05 mL of ultrapure water immediately before measurement. Cationic compounds were measured in the cation mode of metabolome analysis based on the methods previously described^73–75^ using CE-TOFMS Agilent CE-TOFMS system (Agilent Technologies) equipped with a Fused silica capillary, i.d. 50 μm × 80 cm. Analytical Conditions were: run buffer Cation buffer solution (p/n: H3301-1001); rinse buffer Cation buffer solution (p/n: H3301-1001); sample injection Pressure injection at 50 mbar, 5 s; CE voltage, Positive, 30 kV; MS ionization, ESI, Positive; MS capillary voltage 4000 V; MS scan range *m*/*z* 50–1000; Sheath liquid, HMT sheath liquid (p/n: H3301-1020). Analytical conditions for anionic compounds with MS Agilent 6460 TripleQuad LC/MS equipped with Fused silica capillary, i.d. 50 μm × 80 cm were: anion buffer solution (p/n: H3302-1021); rinse buffer anion buffer solution (p/n: H3302-1021); pressure injection at 50 mbar for 25 s; CE voltage, 30 kV; MS ionization, ESI Positive and negative; MS capillary voltage 4000 V for positive and 3500 V for negative; HMT sheath liquid (p/n: I3300-1030).

Peaks detected in CE-TOFMS analysis were extracted using automatic integration software (MasterHands ver.2.17.1.11 developed at Keio University)^76^ and those in CE-QqQMS analysis were extracted using automatic integration software (MassHunter Quantitative Analysis B.06.00 Agilent Technologies) in order to obtain peak information including *m*/*z*, migration time (MT), and peak area. The peaks were annotated based on the migration times in CE and *m*/*z* values determined by TOFMS. Putative metabolites were then assigned from HMT metabolite database on the basis of *m*/*z* and MT. The tolerance was ±0.5 min in MT and ±10 ppm in *m*/*z*.

In addition, absolute quantification was performed in 116 metabolites including glycolytic and TCA cycle intermediates, amino acids, and nucleic acids. All the metabolite concentrations were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard and by using standard curves, which were obtained by three-point calibrations.

Metabolome data were analyzed using Metaboanalyst 5.0 (https://www.metaboanalyst.ca/)^77–79^, without normalization nor data transformation, by one-way ANOVA followed by Fisher’s LSD with an adjusted *p*-value (FDR) cutoff <0.05. Only known and significantly regulated metabolites were included in the heatmaps in Figs. 2 and 3.

### mRNA methylation quantification

Total RNA was extracted from 10 cm Petri dishes following Trizol’s protocol (Invitrogen). Messenger RNA was purified using NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB) following manufacturer’s protocol, scaled up to 100 μg of total RNA input per sample. An average of 2 μg mRNA per sample was obtained, purity was checked with a Tapestation (Agilent) and mRNA samples were sent to Tamaserv (Germany) for quantitative LC-MS analysis of methylated nucleotides.

### RNASeq

Total RNA was submitted to the Genomic Technologies Core Facility (GTCF) of the University of Manchester. Quality and integrity of the RNA samples were assessed using a 4200 TapeStation (Agilent Technologies) and then libraries generated using the Illumina® Stranded mRNA Prep. Ligation kit (Illumina, Inc.) according to the manufacturer’s protocol. Briefly, total RNA (typically 0.025–1 μg) was used as input material from which polyadenylated mRNA was purified using poly-T, oligo-attached, magnetic beads. Next, the mRNA was fragmented under elevated temperature and then reverse-transcribed into first-strand cDNA using random hexamer primers and in the presence of Actinomycin D (thus improving strand specificity whilst mitigating spurious DNA-dependent synthesis). Following removal of the template RNA, second-strand cDNA was then synthesized to yield blunt-ended, double-stranded cDNA fragments. Strand specificity was maintained by the incorporation of deoxyuridine triphosphate (dUTP) in place of dTTP to quench the second strand during subsequent amplification. Following a single adenine (A) base addition, adapters with a corresponding, complementary thymine (T) overhang were ligated to the cDNA fragments. Pre-index anchors were then ligated to the ends of the double-stranded cDNA fragments to prepare them for dual indexing. A subsequent PCR amplification step was then used to add the index adapter sequences to create the final cDNA library. The adapter indices enabled the multiplexing of the libraries, which were pooled prior to cluster generation using a cBot instrument. The loaded flow-cell was then paired-end sequenced (76 + 76 cycles, plus indices) on an Illumina HiSeq4000 instrument. Finally, the output data was demultiplexed and BCL-to-Fastq conversion performed using Illumina’s bcl2fastq software, version 2.20.0.422.

Raw reads were uploaded to the Galaxy server^80^ and its instance at the University of Manchester (https://centaurus.itservices.manchester.ac.uk/), QCed and trimmed using Trimmomatic^81^, then aligned to the mouse genome GRCm39 guided by the vM27.annotations from GENCODE^82^ using HISAT2 aligner^83^. Transcripts were assembled and quantified using Stringtie^84,85^, and differential expression analysis was performed using edgeR on genes with a CPM of at least 1 in all samples^86,87^. 

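The deposited values show this filter. Before scaling, the lowest gene of each library had between 1.01 and 1.02 CPM of the reads on the listed genes, so that a gene under 1 CPM in even 1 of the 12 libraries is not among the 12591 genes. The scaling factors the authors applied multiply to 1.0000 over the 12 libraries, and they lay between 0.980 and 0.982 in DZ and between 1.00 and 1.01 in adenine. In each library, the 10 most abundant genes held between 5.10% and 6.70% of the reads.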

Hierarchical clustering and heatmap were performed on GenePettern^88^. Raw data and associated files are available on NCBI’s Gene Expression Omnibus repository, accession number GSE184525. GOEnrichment (https://github.com/DanFaria/GOEnrichment) was performed on the Galaxy server.

### Statistics and reproducibility

All statistics were calculated using GraphPad Prism version 9 with appropriate tests described in the figure legends. The experiments shown in Figs. 1, 3h, 3i, 4b, 4d, 4e, 4f, 4g, S1, S2, S3, S4, S5, S6 have been performed at least three times with consistent results. Data for all replicates are available on request.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

RNAseq data and associated files have been deposited in NCBI’s Gene Expression Omnibus repository, accession number GSE184525. Uncropped blot membranes and actograms for all animals are provided as Supplementary Fig. 7 and 8, respectively.

# Supplementary material for: Excess S-adenosylmethionine inhibits methylation via catabolism to adenine
**Source:** Commun Biol. 2022 Apr 5;5:313. doi: 10.1038/s42003-022-03280-5
**Supplement:** Supplementary file 2 — Supplementary Information

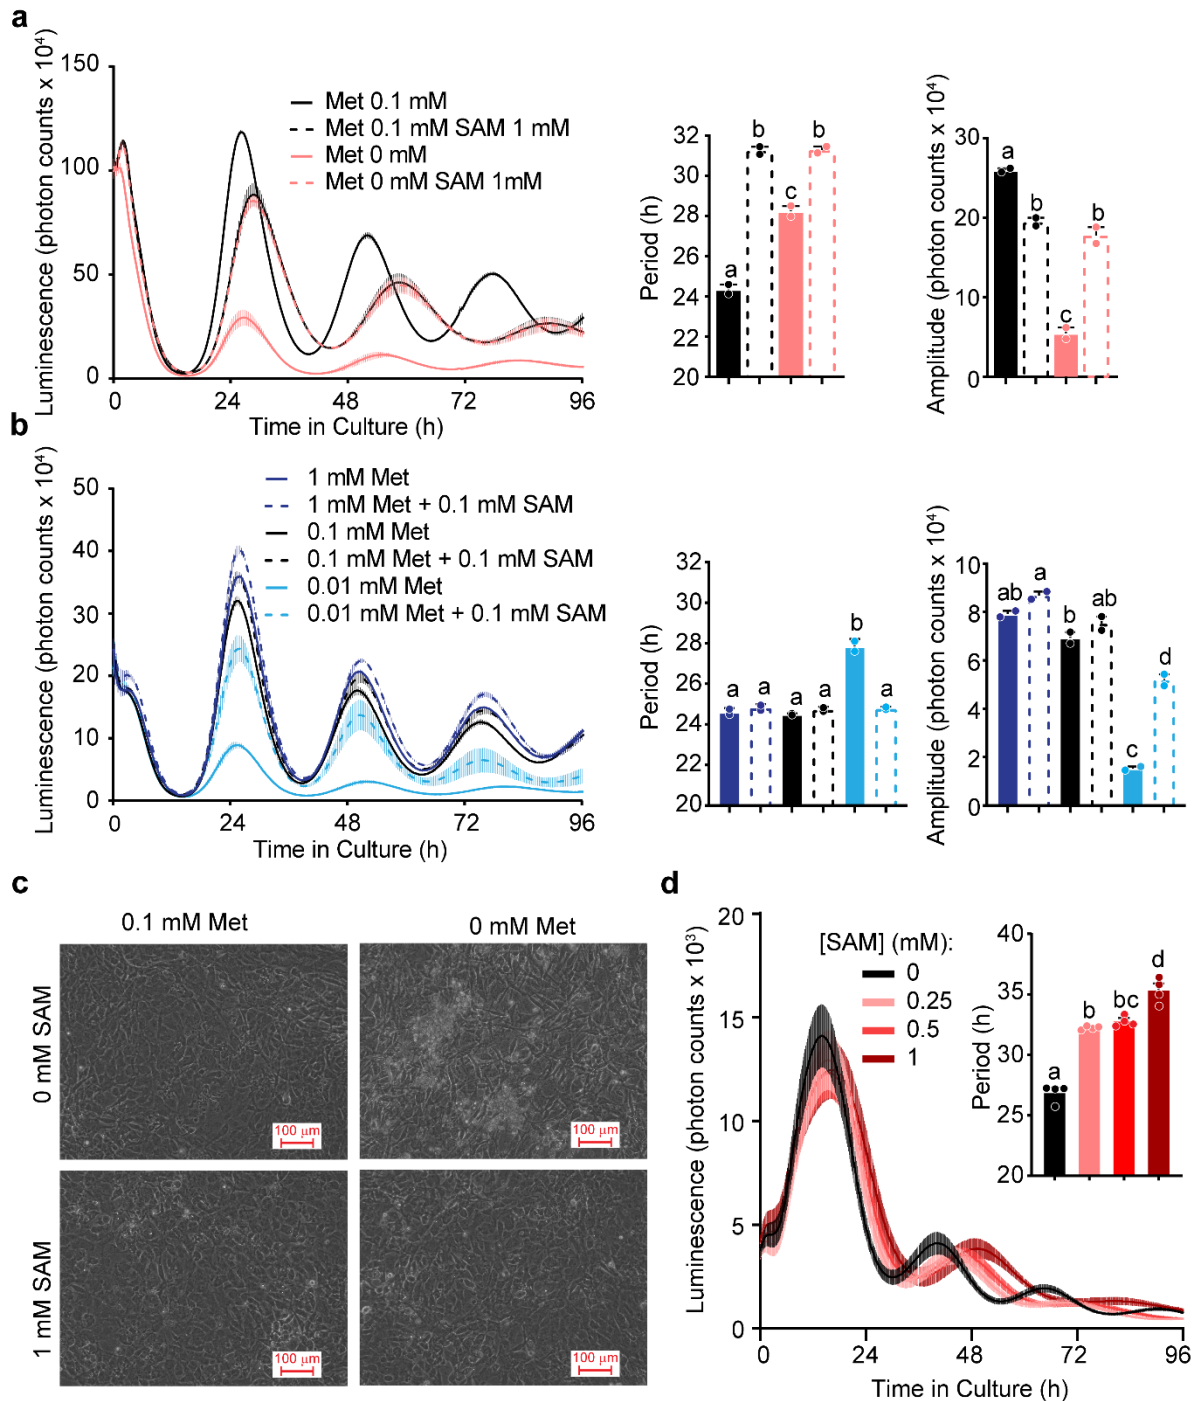

**Supplementary Figure 1: Exogenous SAM partially rescue cells from the lack of methionine.**

**a**, 0.1 mM SAM rescues PER2::LUC mouse embryonic fibroblasts from the effects of 0.01 mM methionine on the period and amplitude of PER2::LUC oscillations. **b**, 1mM SAM overrides the effects of methionine deprivation on PER2::LUC mouse embryonic fibroblasts, clamping oscillations at a fixed period length and amplitude. **c**, 1mM SAM rescue cells from the lack of methionine. Notice the confluent cell population with 1 mM SAM/0 mM methionine but the less crowded cells without SAM or methionine, with clumps of dead cells. **d**, SAM dose-dependently lengthens the circadian period of human U-2 OS cells expressing bioluminescent reporter for the expression of the core clock gene *Bmal1* (aka *Arntl*). All bar graph data shown are mean  $\pm$  SEM of 2 (panel a, b) or 4 (panel d) culture wells. Data shown as bar graphs analysed by One-Way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d (labels at the top of each bar) at least  $p < 0.01$ .

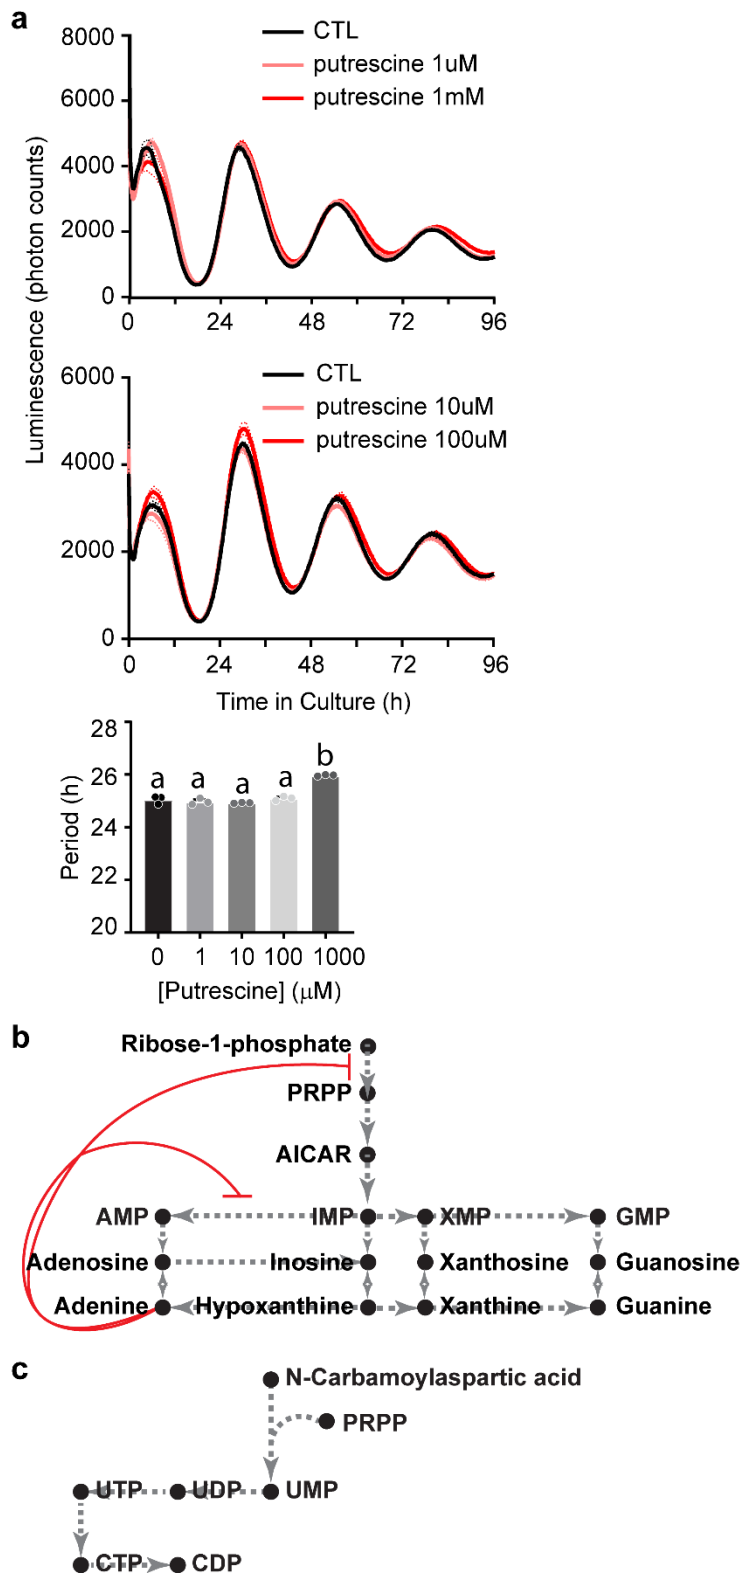

**Supplementary Figure 2: Putrescine does not contribute to the effects of SAM on the circadian clock, but increased adenine explains changes in other nucleotides.**

**a**, Putrescine only causes a mild period lengthening at 1 mM. Data shown are mean  $\pm$  SEM of 3 biological replicates (culture wells). Data shown as bar graphs analysed by One-Way ANOVA followed by Bonferroni multiple comparison test, a vs. b  $p < 0.0001$ . **b**, Simplified purine nucleotides synthesis pathway, in which excess adenine inhibits the committing step of *de novo* purine synthesis

to phosphoribosyl pyrophosphate (PRPP) and its own branch of the pathway to AMP. **c**, Simplified pyrimidine nucleotides synthesis pathway, requiring PRPP.

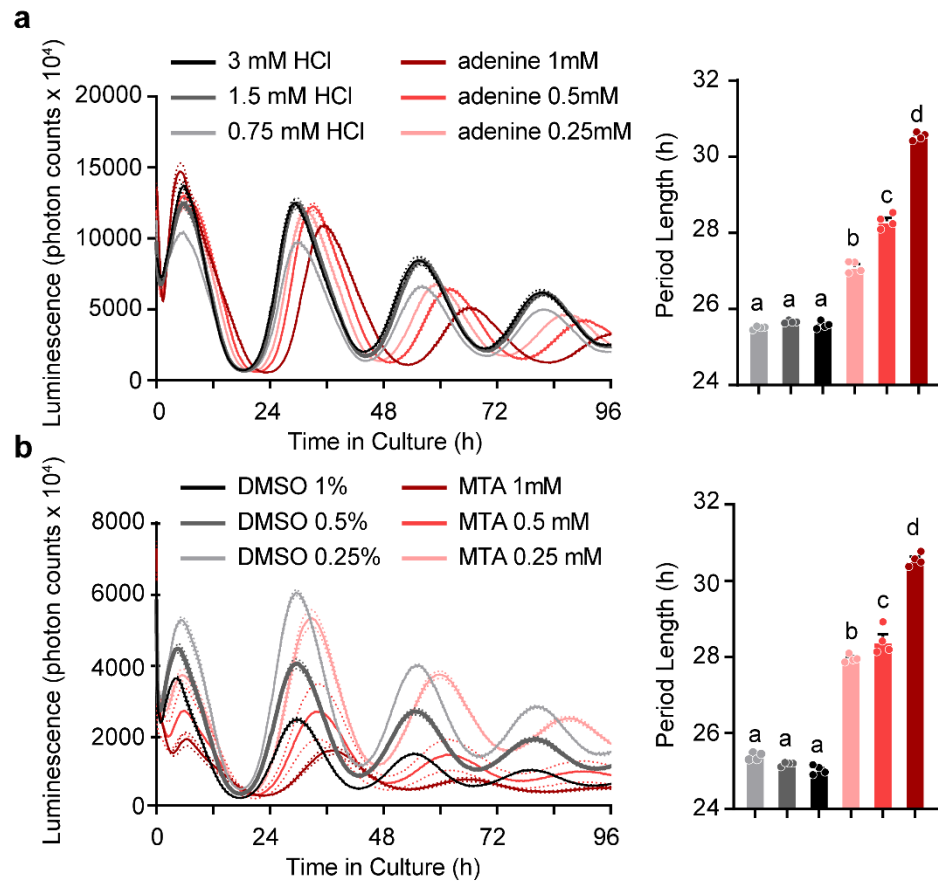

**Supplementary Figure 3: MTA and adenine lengthen the circadian period.**

**a**, PER2::LUC oscillations in mouse embryonic fibroblasts treated with increasing concentration of adenine or its vehicle HCl. Period length of the oscillations is shown on the right. **b**, PER2::LUC oscillations in mouse embryonic fibroblasts treated with increasing concentration of MTA or its vehicle DMSO. Period length of the oscillations is shown on the right. All data show mean  $\pm$  SEM of  $n = 4$  cell culture wells. Data shown as bar graphs analyzed by One-Way ANOVA followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d (labels at the top of each bar) at least  $p < 0.05$ .

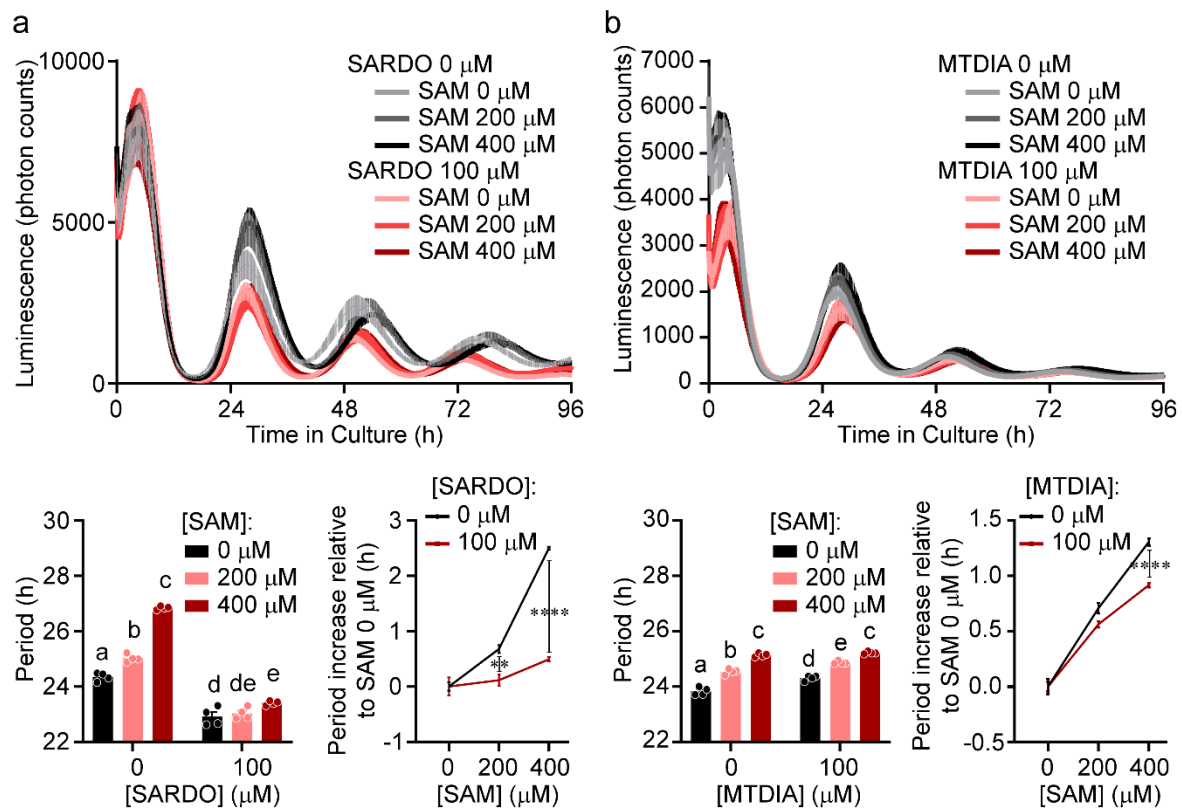

**Supplementary Figure 4: Inhibition of the methionine salvage pathway rescues the cells from SAM.**

**a**, PER2::LUC oscillations in mouse embryonic fibroblasts treated with increasing SAM concentrations in the presence or absence of sardomozide (SARDO) or its vehicle (water). Period length of the oscillations is shown on the bottom left, and the increase in period on the bottom right. Period data analyzed by Two-Way ANOVA (effects of SAM,  $p < 0.0001$ ; of SARDO,  $p < 0.0001$ ; of interaction  $p < 0.0001$ ) followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d vs. e (labels at the top of each bar) at least  $p < 0.05$ . Period difference data analyzed by Two-Way ANOVA followed by Bonferroni multiple comparison test; \*\*,  $p = 0.0014$ ; \*\*\*\*,  $p < 0.0001$ . **b**, PER2::LUC oscillations in mouse embryonic fibroblasts treated with increasing SAM concentrations in the presence or absence of MTDIA or its vehicle (DMSO). Period length of the oscillations is shown on the bottom left, and the increase in period on the bottom right. Period data analyzed by Two-Way ANOVA (effect of SAM,  $p < 0.0001$ ; of MTDIA,  $p = 0.0001$ ; of interaction  $p = 0.0012$ ) followed by Bonferroni multiple comparison test, a vs. b vs. c vs. d vs. e (labels at the top of each bar) at least  $p < 0.05$ . Period difference data analyzed by Two-Way ANOVA followed by Bonferroni multiple comparison test; \*\*\*\*,  $p < 0.0001$ . All data show mean  $\pm$  SEM of  $n = 4$  cell culture dishes.

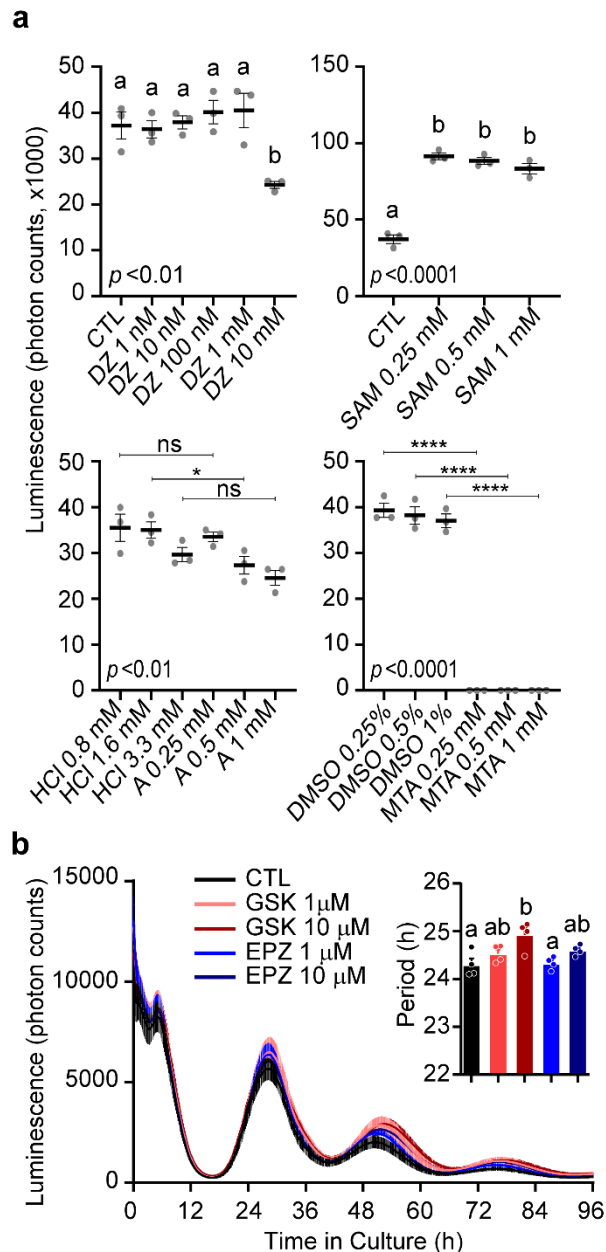

**Supplementary Figure 5: Effects of direct inhibition of PRMT5 and adenosine + pentostatin on the circadian period.**

**a**, *In vitro* PRMT5 enzymatic assays shows that MTA is a direct PRMT5 inhibitor. Adenine and DZ did not have clear effects. SAM in contrast stimulated PRMT5 activity on the H4R3 substrate. Data show mean luminescence  $\pm$  SEM of  $n = 4$  immunoassay wells. HCl was used as a vehicle for adenine (A), DMSO for MTA, and water for DZ and SAM. DZ and SAM treatments analyzed by One-Way ANOVA followed by Bonferroni multiple comparison test, a vs. b (labels at the top of each bar) at least  $p < 0.05$ ; for adenine and MTA, only the indicated comparisons were made in Bonferroni multiple comparison test. **b**, Known PRMT5 specific inhibitors GSK591 and EPZ015666 only have mild effects on the circadian period in PER2::LUC mouse embryonic fibroblasts. Data show mean luminescence  $\pm$  SEM of  $n = 4$  cell culture wells. Insert shows analysis of mean period  $\pm$  SEM by One-Way ANOVA followed by Bonferroni multiple comparison test, a vs. b (labels at the top of each bar) at least  $p < 0.05$ .

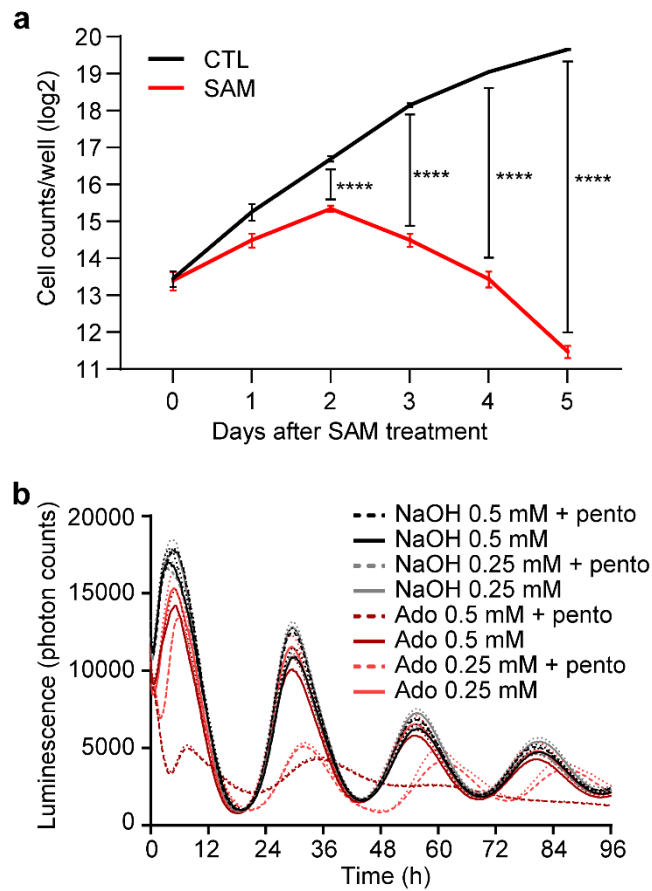

**Supplementary Figure 6: Effects of SAM on cell proliferation and survival, and of adenosine on circadian rhythms when ADA is inhibited.**

**a**, PER2::LUC mouse embryonic fibroblasts plated at low density were treated with 1 mM SAM or vehicle and counted every day for 5 days. Data show mean cell counts  $\pm$  SEM of  $n = 4$  wells. Water was used as a vehicle for SAM. Treatment and cell growth analyzed by Two-Way ANOVA (all sources of variations  $p < 0.0001$ ) followed by Bonferroni multiple comparison test, \*\*\*\*  $p < 0.0001$ . **b**, While adenosine (Ado) and 10  $\mu$ M pentostatin (Nipent®) (pento) alone have no effect on the circadian period in PER2::LUC mouse embryonic fibroblasts (mean  $\pm$  SEM: Ado 0.25 mM, 25.26  $\pm$  0.025h; Ado 0.5 mM, 25.21  $\pm$  0.027h; NaOH 0.25 mM, 25.30  $\pm$  0.052h; NaOH 0.5 mM, 25.16  $\pm$  0.03h; NaOH 0.25 mM + pento, 25.14  $\pm$  0.025h; NaOH 0.5 mM + pento, 25.14  $\pm$  0.015h), together they dramatically and significantly lengthen the period (Ado 0.25 mM + pento, 28.83  $\pm$  1.29h; Ado 0.5 mM + pento, 28.81  $\pm$  0.081h; all comparison between other groups  $p < 0.01$  by One-Way ANOVA followed by Bonferroni multiple comparison test). Period graph is not shown. Data show mean luminescence  $\pm$  SEM of  $n = 3$  cell culture wells. NaOH was used as a vehicle for Ado.

**Fig. 4e**

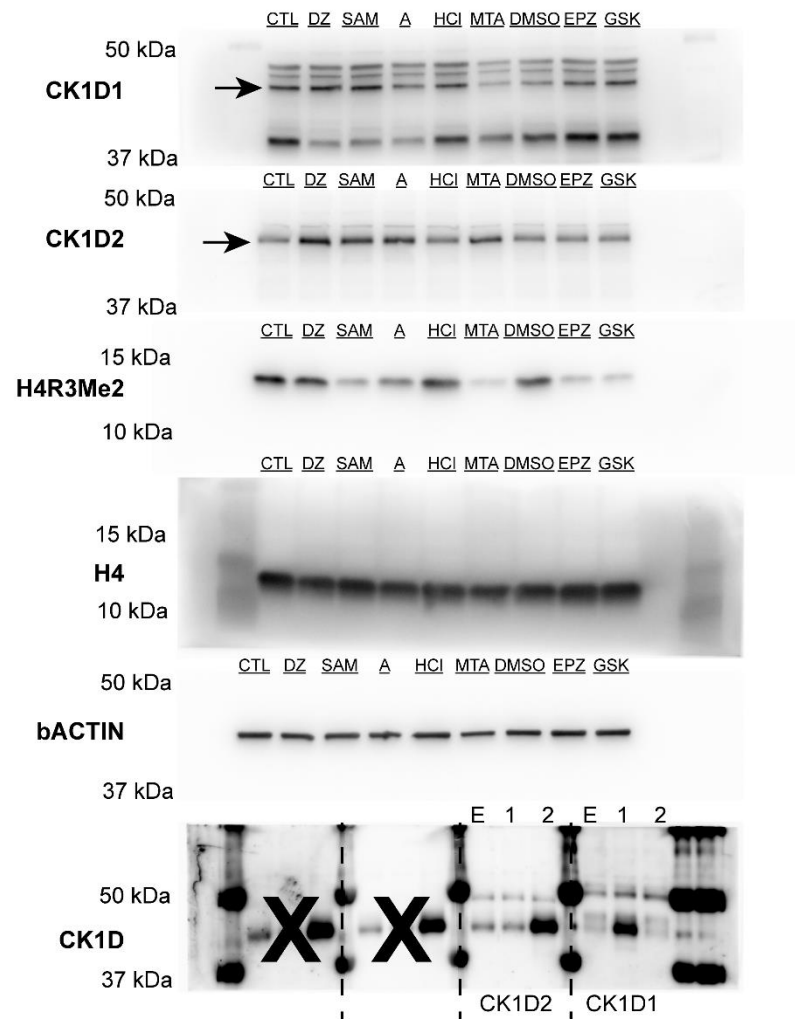

**Fig. 4g**

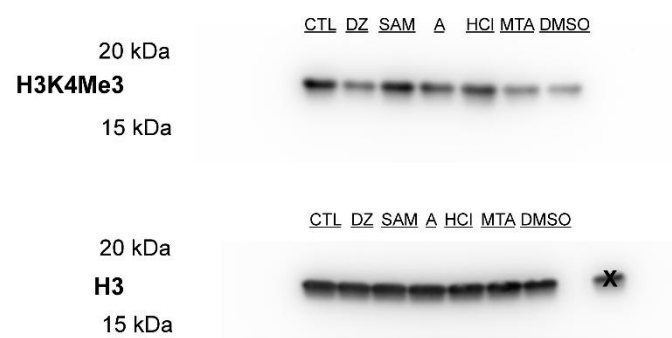

**Fig. 4d**

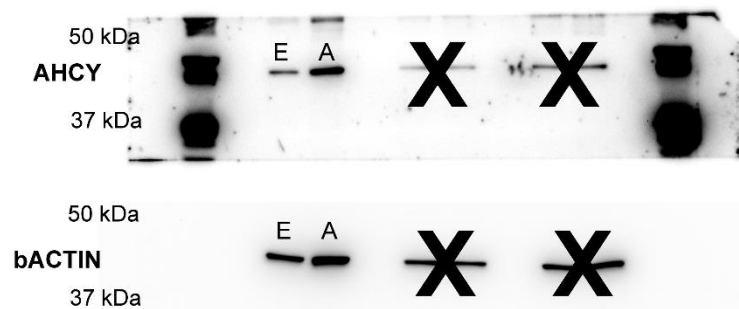

**Supplementary Figure 7: Uncropped membranes.**

For CK1D blot, the membrane was cut along the dotted lines and each section was incubated with the antibody indicated at the bottom. For all blots shown, bands/sections marked with a X are not relevant.

CTL

100 mg/kg

250 mg/kg

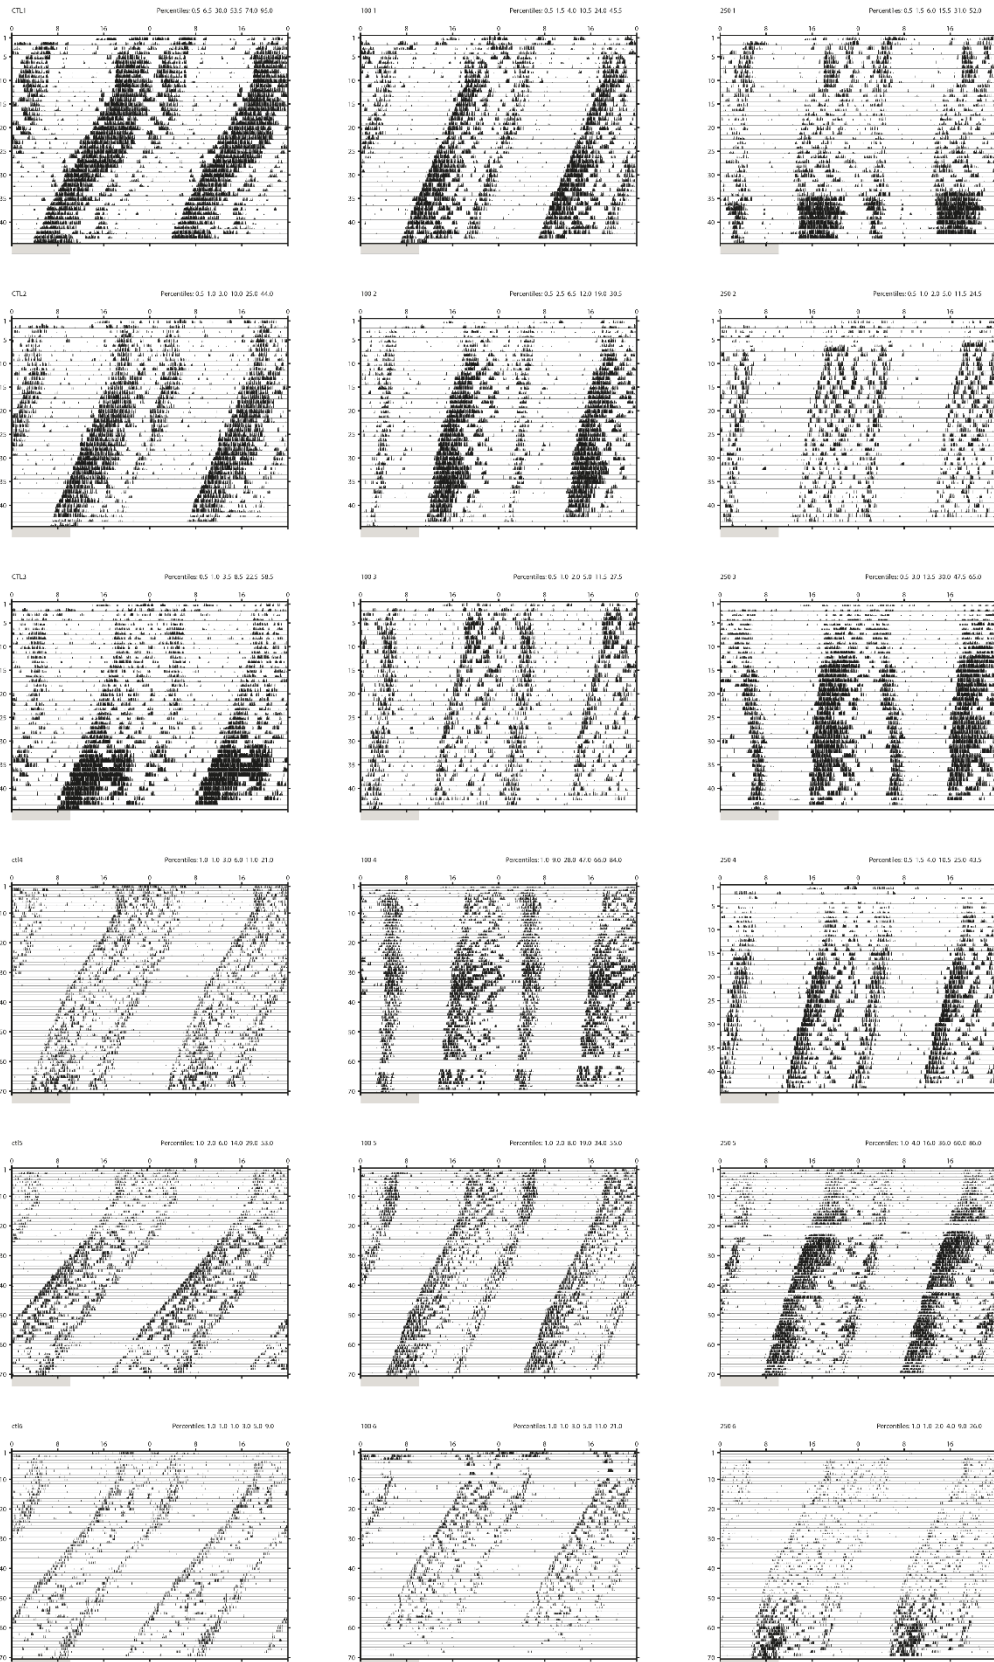

Supplementary Figure 8: Actograms

Raw actograms from all animals, treated as indicated above each column of actograms.

# Supplementary material for: Excess S-adenosylmethionine inhibits methylation via catabolism to adenine
**Source:** Commun Biol. 2022 Apr 5;5:313. doi: 10.1038/s42003-022-03280-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** raw metabolome data and analysis. Contains all metabolites included in the analysis. Only known and significant metabolites in the Metaboanalyst analysis were included in the heatmap shown in Figure 2a.

**File name:** Supplementary Data 2

**Description:** raw metabolome data and analysis. Contains all metabolites included in the analysis. Only known and significant metabolites in the Metaboanalyst analysis were included in the heatmap shown in Figure 3a.

**File name:** Supplementary Data 3

**Description:** results from EdgeR analysis of RNAseq data shown in Figure 5b. One tab shows normalised expression values (logCPM); the other tabs correspond to each pairwise comparison against control group (CTL).

**File name:** Supplementary Data 4

**Description:** GOEnrichment Gene ontology analysis using genes significantly regulated against control group in each treatment.

# Supplementary material for: Excess S-adenosylmethionine inhibits methylation via catabolism to adenine
**Source:** Commun Biol. 2022 Apr 5;5:313. doi: 10.1038/s42003-022-03280-5
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Actograms and period estimates (chi-square periodogram) were acquired with Clocklab (Actimetrics). Proteins were detected using chemiluminescent substrate (Amersham ECL-Prime), pictures of membranes were acquired with a G:Box (Syngene). Liquid chromatography-mass spectrometry analysis was performed using a Thermo-Fisher Ultimate 3000 HPLC system consisting of an HPG-3400RS high pressure gradient pump, TCC 3000SD column compartment and WPS 3000 Autosampler, coupled to a SCIEX 6600 TripleTOF Q-TOF mass spectrometer with TurboV ion source. The system was controlled by SCIEX Analyst 1.7.1, DCMS Link and Chromeleon Xpress software. For metabolome analysis, peaks detected in CE-TOFMS analysis were extracted using automatic integration software (MasterHands ver.2.17.1.11 developed at Keio University)<sup>66</sup> and those in CE-QqQMS analysis were extracted using automatic integration software (MassHunter Quantitative Analysis B.06.00 Agilent Technologies) in order to obtain peak information including  $m/z$ , migration time (MT), and peak area.

#### Data analysis

Integrated intensities from immunoblotting membranes were quantified with ImageJ available at <https://imagej.nih.gov/>. For metabolite quantification, acquired data was processed in MultiQuant 3.0.2. Peaks from MS1 and MS2 data were picked and matched against a metabolite library of 235 standards, based on retention time and mass error of  $\pm 0.025$  Da. Data exported from MultiQuant 3.0.2 was further sorted, filtered and scored using a custom VBA macro in Excel, based on presence, peak area and coelution of precursor and fragment ions. Metabolome data were analysed using Metaboanalyst 5.0 (<https://www.metaboanalyst.ca/>) Raw reads from RNA-Seq data were uploaded to the Galaxy server<sup>70</sup> and its instance at the University of Manchester (<https://centaurus.itsservices.manchester.ac.uk/>), QCed and trimmed using Trimmomatic<sup>71</sup>, then aligned to the mouse genome GRCm39 guided by the vM27.annotations from GENCODE<sup>72</sup> using HISAT2 aligner<sup>73</sup>. Transcripts were assembled and quantified using Stringtie<sup>74,75</sup>, and differential expression analysis was performed using edgeR on genes with a CPM of at least 1 in all samples<sup>76,77</sup>. Hierarchical clustering and heatmap were performed on GenePattern<sup>78</sup>. GOEnrichment (<https://github.com/DanFaria/GOEnrichment>) was performed on the Galaxy

server.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNAseq data and associated files have been deposited in NCBI's Gene Expression Omnibus repository, accession number GSE184525. Uncropped blot membranes and actograms for all animals are provided as Source data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all experiments sample size was selected considering the inherent variability of each method used to collect the data, from our experience with such methods.                                             |
| Data exclusions | No data were excluded.                                                                                                                                                                                        |
| Replication     | All results shown are either representative of at least 3 replicate experiments (in vitro) or the accumulation of results from 3 independent experiments (in vivo).                                           |
| Randomization   | Typically, treatment of cells was randomly allocated to wells of a cell culture plate or to dishes in an incubator, and mice were randomly allocated to cages, diet and position within light-tight cabinets. |
| Blinding        | Blinding is not relevant to this study because all methods of quantification used are not influenced by the researcher's subjectivity, i.e. Chi square periodogram.                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

AHCY, ProteinTech 10757-2-AP, 1:750; H4R3Me2, ABCAM ab5823, 1:1000; H4, ABCAM ab10158, 1:1000 and Cell Signalling 13919S, 1:1000; Actin, Sigma A5441, 1:5000; CK1D1 and CK1D2, Yanaihara Research Institute, 1:1000; Anti-rabbit HRP secondary antibodies, Amersham NA934, 1:10,000 and anti-mouse, Amersham NA931, 1:50,000. Multiple lots of commercially available antibodies were used in these studies.

## Validation

All commercially available antibodies were selected according to the number of reliable publications (our own, from our collaborators or from known scientists) reporting their use, and further tested using positive (transfection experiments) and/or negative (knock-out or knock-in) controls.

The specificity of our anti-CK1D1 and anti-CK1D2 antibodies, produced by the Yanaihara Research Institute in Japan, was ascertained using respective positive controls (CK1D1 or CK1D2 over-expression).

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

PER2::LUC heterozygous knock-in mice.

Authentication

Cell lines were prepared by ourselves, well characterised, and did not require authentication.

Mycoplasma contamination

Lack of mycoplasma contamination checked before experiments using LOOKOUT MYCOPLASMA PCR DETECTION KIT, Merck.

Commonly misidentified lines  
(See [ICLAC](#) register)

We did not use commonly misidentified cell lines.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Mouse, C57BL/6J from Charles River (UK).

Wild animals

The study did not use wild animals.

Field-collected samples

The study did not involve field-collected samples.

Ethics oversight

Animal experiments were licensed under the Animals (Scientific Procedures) Act of 1986 (UK) and were approved by the animal welfare committees at the University of Manchester.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

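RNA of PER2::LUC mouse embryonic fibroblasts was sequenced in 12 libraries, 3 replicate dishes in each of 4 groups (CTL, 10 μM DZ, 1 mM adenine, and 1 mM SAM, all for 24 h). The authors trimmed the reads, aligned them to GRCm39, quantified transcripts with StringTie, kept genes with at least 1 CPM in all samples, and used edgeR. The table deposited by the authors holds log2 CPM of normalized library size for 12591 genes, and all 12 of its columns were used. The method behind the authors' scaling factors was not found in the paper or the sample records. Because the deposited values are already normalized log2 values, they were analyzed as they stand.

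Whole reads were recovered from the deposited log2 values by solving for the normalized library size of each library with a prior count of 2. The recovery was tested on simulated data, where it returned 100% of 37773 values. The reads on the listed genes gave the depth of each library, between 45649534 and 56789090. These reads are estimates made from coverage by StringTie.

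Each gene was tested with limma 3.58.1 in R 4.3.3, with lmFit, contrasts of each treatment with CTL, and eBayes with a variance trend, in 1 model of all 12 libraries. P-values were adjusted by the Benjamini-Hochberg method over all genes, with an FDR threshold of 0.01. Tested on simulated data in which 200 of the 12591 genes were changed in each treatment, the model recovered 100% of them, and between 0.498% and 2.44% of its calls were false. Every simulated change had an absolute log2 fold change of at least 1. The genes called in the real data had medians of 0.33 for DZ, 0.44 for adenine, and 0.51 for SAM. The simulation therefore did not test the recovery of such small changes. Gene lists were tested with camera (inter-gene correlation 0.01), adjusted over 21 tests of 7 lists in 3 comparisons and read at 0.05, beside fry, camera with the correlation estimated from the data, and a two-sided Fisher's exact test of the share of genes called. The 7 lists are core clock genes, methyl cycle and methionine salvage enzymes, methyltransferases of RNA, histones, and DNA with partner proteins, de novo purine and pyrimidine synthesis enzymes, interferon-stimulated genes, ATF4 target genes, and proliferation genes. They were written after the first genes of Supplementary Data 3 had been seen, among them some interferon-stimulated genes and ATF4 target genes. Lists of leukocyte markers, cholesterol synthesis enzymes, imprinted genes, and the circadian rhythm genes of Supplementary Data 4 were added later. The replicate numbers of the labels do not pair the dishes, as the deviations of same-numbered libraries from their group means had Pearson r across genes between -0.142 and 0.181.

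Genes are named by a fixed rule: the 3 largest rises and falls in each comparison, the genes the paper names, up to 3 genes of each list with the smallest adjusted p, and the first 5 genes of the sheet that compares CTL with DZ. One gene picked by this rule is not reported here. Symbols, positions, biotypes, transcript lengths, and GC content come from GENCODE vM39, whereas the authors used vM27, and 12575 of the 12591 genes were matched by Ensembl identifier. Simulations used 20 repeats. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9 was used for the recovery of reads, tables, and plots.

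The alternatives were no variance trend, robust empirical Bayes, filters at a log2 value of 1 in every sample and at a mean of 3, median centring, quantile normalization, a pseudocount of 1 CPM, an FDR of 0.05, required log2 fold changes of 0.5 and 1, a separate model per treatment, a replicate block, fry, estimated correlation, Spearman's rho, and leaving out each library in turn. Voom on the recovered reads, total-count scaling, and protein-coding genes only were added after seeing the data. The gene ontology analysis was not repeated, and ontology annotation was not used here.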

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

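The tests of scaling were chosen only after the results were seen, as was the rule that picked these lists (an adjusted camera p under 0.05 and an absolute median log2 fold change of at least 1). The genes of the 3 lists lie outside those the paper discusses.

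Under DZ, interferon-stimulated genes were higher than in CTL, with a median log2 fold change of 2.24 and a rise in 22 of 22 genes, from 0.94 to 3.61 (limma camera, Benjamini-Hochberg adjusted p = 2.12e-22). Over 14 alternatives the median lay between 1.97 and 2.27 and the adjusted p between 8.62e-24 and 0.0119. The smallest median under the 3 other scalings was 2.225. The median was 2.25 after removing the trend with GC content, 2.23 with transcript length, 2.30 with mean expression, and 2.25 with every library thinned to the smallest total. These tables argue against each of these as the whole cause. Of the 22 genes, 5 had been seen in Supplementary Data 3 before the list was written, and without them the median was 2.00. Without 6 genes of the Ifit, Oas, Mx, and Gbp families, whose members may share reads, it was 1.99. RNA from leukocytes cannot be told apart from a response of the fibroblasts, because only 2 of 18 leukocyte markers passed the authors' filter (Cd68 and Cd74, median -0.17 under DZ, 1.04 under adenine, and 1.50 under SAM). A response to DZ itself remains a hypothesis. The list differed between DZ and adenine by a median of 2.57 (adjusted p = 8.87e-16 from limma camera over 22 genes) and between DZ and SAM by 2.04.

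Under SAM, ATF4 target genes were lower, with a median log2 fold change of -1.74 with 31 of 33 genes called lower and none higher, or 33 adjusted over the list alone (limma camera, adjusted p = 1.30e-17). The genes with the smallest adjusted p were Trib3 (-4.05), Aldh1l2 (-3.48), and Vldlr (-2.77). The smallest change under the other scalings was -1.62. The median was -1.74 after removing the trend with GC content, -1.77 with transcript length, -1.71 with mean expression, and -1.75 after thinning, and -1.65 in the 30 genes not seen before the list was written. None of these accounts for the whole fall. Under adenine the median was -0.43 (25 lower and 1 higher), under DZ 0.19 (19 higher and 3 lower), and SAM and adenine differed by -1.37 (adjusted p = 7.49e-32 from limma camera over 33 genes). A lower ATF4 response to added SAM is a candidate explanation. Proteins were not measured in these libraries.

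Proliferation genes were higher under adenine, with a median log2 fold change of 1.55, and under SAM, with 1.87, in 29 of 30 genes each (limma camera, adjusted p = 3.69e-15 and 1.18e-14). The genes with the smallest adjusted p were Tk1 (2.36 under adenine and 3.00 under SAM), Mcm4 (1.36 and 1.76), and Bub1 (1.81 and 2.41). The exception, Mcm2, chosen after its values were seen, had -0.11 and -0.13. For adenine the smallest median under the other scalings was 1.50, and the medians after removing trends with GC content, transcript length, and mean expression and after thinning were 1.56, 1.52, 1.56, and 1.53. For SAM these were 1.83, then 1.89, 1.83, 1.90, and 1.87. Under DZ the median was 0.21 (16 higher and 1 lower). More cells in cycle may explain the rise, and the tables do not test this. The paper states that SAM had no visible effect on the cell cycle in confluent cells. For the same cells plated at low density, it reports that 1 mM SAM stunted growth, after which cell counts fell. The rise of these transcripts therefore cannot be read as faster growth.

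The camera calls of these lists in any treatment held under fry. With the correlation estimated from the data only that of interferon-stimulated genes under DZ held (adjusted p = 0.0119 from limma camera, 22 of 22 genes higher with a median of 2.24). The others, with 0.0691 for ATF4 target genes under SAM and 0.207 for proliferation genes under adenine and under SAM, were not called that way.

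Each comparison has 10 splits of its 6 libraries, so a share under 0.1 cannot be reached. For DZ, adenine, and SAM, 1 of the 10 splits, the real one, gave as many changed genes, and the other splits gave at most 0. For the number of lists past an unadjusted p of 0.05, 3 of the 10 splits gave as many for DZ, 4 for adenine, and 10 for SAM. Every other split keeps more treated dishes on 1 side, and so part of the treatment effect. The number of lists therefore cannot tell the real split from the others, and no conclusion is drawn from it. Over 100 groupings of the 12 libraries, 1, the real one, gave as many genes changed in all 3 treatments, and the others gave at most 1 gene.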

How the results depend on the processing

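Total-count scaling, voom, and protein-coding genes only were chosen after the results were seen. Besides these 3, 15 alternatives and 12 fits that each left out 1 library were run. Of 32 main results, 3 met no criterion for a change (for a list, another call or direction; for a share or correlation, a move beyond the spread between replicates; for a count, a move beyond 1.5 times), although the median of a list can still move in size. Another 10 (counts, shares, and correlations) moved in size only, and 19 (gene lists) changed call or direction in at least 1.

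The counts of changed genes moved most with a required log2 fold change. At 0.5 they were 1536 for DZ, 3386 for adenine, 4425 for SAM, and 835 for all 3, and at 1 they were 240, 1282, 1647, and 71. These settings call fewer genes by construction. The share of higher genes common to all 3 treatments was 21.7% at an FDR of 0.05, 9.24% at 0.5, and 4.01% at 1, and that of lower genes was 17.9% at 0.5, 2.36% at 1, and 16.6% with protein-coding genes only. The share of higher genes common to adenine and SAM only was 45.3% at 0.5 and 55.9% at 1. Separate models gave 5848, 7875, and 8240 genes, voom 5608, 7742, and 8755, and a replicate block 5762, 7739, and 8734.

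Correlations of fold changes were, for DZ and adenine, 0.343 by Spearman's rho and 0.28 with protein-coding genes only. For DZ and SAM they were 0.314 with a mean of at least 3, 0.311 by Spearman's rho, and 0.263 with protein-coding genes only, and for adenine and SAM 0.859 by Spearman's rho. Across the 12 fits that each left out 1 library they ranged from 0.353 to 0.380, from 0.323 to 0.349, and from 0.878 to 0.890. The cause was not tested.

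Fry, which tests another hypothesis than camera, called lists that camera did not. Under DZ these were methyl cycle enzymes (0.18), methyltransferases (0.079), and purine and pyrimidine enzymes (0.15), under adenine clock genes (-0.13) and methyl cycle enzymes (-0.14), and under SAM clock genes (-0.13), methyl cycle enzymes (-0.18), and methyltransferases (-0.086). Protein-coding genes only also called methyl cycle enzymes under adenine (-0.14, adjusted p = 0.0369 from limma camera over 23 genes, between 1.23e-06 and 0.424 over 14 alternatives). Camera with estimated correlation lost ATF4 target genes under DZ (0.19), adenine (-0.43), and SAM (-1.74), proliferation genes under DZ (0.21), adenine (1.55), and SAM (1.87), and interferon-stimulated genes under adenine (-0.39).

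Medians near 0 changed sign, by construction where total-count scaling and median centring shift all genes of a library alike, and otherwise the cause was not tested. Methyltransferases had 0.040 under adenine and 0.036 under SAM with total-count scaling. Purine and pyrimidine enzymes had -0.042 and -0.021 with median centring. Interferon-stimulated genes under SAM had 0.0064 with a log2 value of at least 1 in every sample and 0.076 with total-count scaling.

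Among 132 gene values, 46 were weaker, 7 stronger, and 18 reversed under at least 1 alternative, counting the fits that left out 1 library. A required log2 fold change of 1 weakens 46 by construction, and settings without a required fold change weakened 4. Total-count scaling and median centring shift all genes of a library alike, which by construction can turn values near 0. For quantile normalization the cause was not tested. With quantile normalization, Apol9a under SAM had -0.0029, Ogdhl under SAM -0.029, Ahcy under adenine 0.0080, Prmt5 under SAM 0.026, Ada under SAM -0.049, Suv39h1 under DZ -0.0075, and Impdh2 under adenine 0.015. With total-count scaling, adenine values became 0.011 for Ogdhl, 0.029 for Ahcy, 0.022 for Prmt5, 0.0054 for Csnk1d, 0.018 for Clock, and 0.044 for Impdh2, and SAM values 0.12 for Prmt5 and 0.0016 for Ifit3. With median centring, Mtap under adenine had -0.0083, Csnk1d under SAM -0.021, Suv39h1 under DZ -0.0040, Impdh2 under SAM -0.022, Ifit2 under adenine -0.0098, and Vldlr under DZ -0.00067.

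Across the 6 fits that each left out 1 library, values changed sign from -0.00013 to 0.036 for purine and pyrimidine enzymes under adenine (below 0 without adenine replicate 1), from -0.14 to 0.0077 for Ogdhl under adenine, and from -0.025 to 0.022 for Prmt5, -0.0030 to 0.042 for Csnk1d, and -0.0099 to 0.20 for Ada under SAM. For Ada under adenine they ranged from -0.15 to 0.060, for Suv39h1 under DZ from -0.0057 to 0.036, for Impdh2 under adenine from -0.049 to 0.022 and under SAM from -0.014 to 0.056, and for Vldlr under DZ from -0.00046 to 0.027.

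No gene had fewer than 46 reads in any library. Genes under the authors' filter in any library are absent from the table, so that genes switched on or off by a treatment cannot be seen.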

Differences from the paper's values

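No value the paper states for these data differed by the criterion used (more than 1.5 times, and more than the error). The paper's counts of changed genes are 5825 for DZ, 7795 for adenine, and 8767 for SAM, against 5782, 7753, and 8731, and the paper's 3594 genes changed in all treatments compare with 3551. The log2 fold changes of the sheet that compares CTL with DZ match these values only after a change of direction, as they are CTL minus DZ.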

Other observations

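The lists of cholesterol synthesis enzymes and ribosomal protein genes and the tests of scaling and of imprinted genes were chosen only after the results were seen.

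Ribosomal protein genes (77 genes) had median log2 fold changes of -0.53 under DZ, -1.07 under adenine, and -0.91 under SAM, with 70, 75, and 75 called lower and 69 lower in all 3. Of 1000 lists of protein-coding genes matched by expression and transcript length, none went below -0.069, -0.28, and -0.26. The smallest changes under the other scalings were -0.47, -0.98, and -0.73. After removing trends with GC content, transcript length, and mean expression and after thinning, the medians were -0.53, -0.51, -0.50, and -0.53 for DZ, -1.08, -1.02, -1.02, and -1.07 for adenine, and -0.92, -0.86, -0.78, and -0.91 for SAM. None of these accounts for the whole fall. With the correlation estimated from the data the unadjusted camera p was 0.0501, 0.0429, and 0.0763. A fall in these transcripts is a hypothesis, and no test separated it from an effect on polyadenylated RNA selection.

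Pseudogenes made up 422 of the 1379 genes lower in all 3 treatments but 24 of the 1152 higher in all 3. In 138 pairs of a ribosomal protein pseudogene and its parent gene, 99.5% of the values had the direction of the parent, so reads shared with the parent genes are a candidate explanation. Without pseudogenes and ribosomal protein genes, Pearson r across the 11251 remaining genes was 0.283 for DZ and adenine, 0.274 for DZ and SAM, and 0.878 for adenine and SAM.

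Cholesterol synthesis enzymes, a list written after Idi1 and Dhcr7 had been seen, had medians of 0.20 under DZ (10 of 19 genes higher and 2 lower, limma camera adjusted p = 0.0333), 1.03 under adenine (18 of 19 higher), and 1.70 under SAM (19 of 19 higher, limma camera adjusted p = 4.01e-11). For SAM the smallest median under the other scalings was 1.66, and after removing trends with GC content, transcript length, and mean expression and after thinning it was 1.74, 1.69, 1.70, and 1.71. Without Idi1 and Dhcr7 it was 1.69. These tables argue against each technical cause tested, and a rise of the pathway under SAM may be biological.

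Some genes called in all 3 treatments moved in different directions. If only changes near 0 did so, nearly all genes with an absolute log2 fold change of at least 0.5 would move one way, with a share of at least 95% set for the test beforehand. The share was 90.4% (755 of 835 genes), and 67 of 71 genes moved one way at an absolute log2 fold change of at least 1. The share thus rises with the size of the change, from 71.3% of all such genes. Every gene counted passed the FDR threshold in all 3 comparisons, so this rise does not show that noise explains the smaller changes. In 929 of the 1020 genes that moved apart, adenine and SAM moved together against DZ. Noise in changes near 0 does not account for the genes beyond 0.5 in all 3 treatments that still move apart.

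Imprinted genes, listed after H19 (2.45 under SAM) had been seen, did not rise as a set. The median of 15 genes under SAM was 0.025, with 7 higher and 5 lower (limma camera adjusted p = 0.568). Medians under DZ and adenine were -0.033 and 0.17.

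De novo purine and pyrimidine synthesis enzymes (18 of 20 names in the table) had medians of 0.15 under DZ, 0.0091 under adenine, and 0.019 under SAM, with 13, 12, and 13 genes called, or 15, 12, and 13 adjusted over the list alone. The genes with the smallest adjusted p were Atic (0.084 under DZ, -0.46 under adenine, and -0.68 under SAM), Umps (0.76, 0.28, and 0.54), and Impdh2 (-0.93 under DZ and not called under adenine or SAM). Camera did not call the list in any treatment (limma, adjusted p = 0.264, 0.975, and 0.975). With median centring the medians under adenine and SAM were below 0 (-0.042 and -0.021), and over 14 alternatives they reached up to 0.071 and 0.14. Single libraries moved these medians by over 1.5 times. The median under adenine was -0.00013 without adenine replicate 1, 0.026 without adenine replicate 2, 0.029 without adenine replicate 3, 0.0020 without CTL replicate 1, and 0.036 without CTL replicate 3. Under SAM it was 0.012 without SAM replicate 1 or 2, 0.0038 without SAM replicate 3, 0.0063 without CTL replicate 1, and 0.0022 without CTL replicate 3. Interferon-stimulated genes had a median of -0.39 under adenine (1 of 22 higher and 14 lower, limma camera adjusted p = 0.00102) and of -0.046 under SAM (6 higher and 6 lower), which was above 0 with total-count scaling (0.076) and with a log2 value of at least 1 in every sample (0.0064), -0.024 without SAM replicate 2, and -0.029 without SAM replicate 3.

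In Supplementary Data 4, 39 of 112 ontology terms have more study genes than their population frequency gives for 12591 genes. For the ER-nucleus signaling pathway under adenine, 21 study genes stand at a frequency of 0.0011, which needs a population of at least 18261 genes.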
